# Integrated regulation triggered by a cryophyte ω-3 desaturase gene confers multiple-stress tolerance in tobacco

**DOI:** 10.1093/jxb/ery050

**Published:** 2018-02-08

**Authors:** Yulan Shi, Xiule Yue, Lizhe An

**Keywords:** ω-3 FAD gene, Ca^2+^ signaling, *Chorispora bungeana*, multiple-stress tolerance, ROS, stress-responsive gene

## Abstract

ω-3 fatty acid desaturases (FADs) are thought to contribute to plant stress tolerance mainly through linolenic acid (C18:3)-induced membrane stabilization, but a comprehensive analysis of their roles in stress adaptation is lacking. Here, we isolated a microsomal ω-3 FAD gene (*CbFAD3*) from a cryophyte (*Chorispora bungeana*) and elucidated its functions in stress tolerance. *CbFAD3*, exhibiting a high identity to Arabidopsis *AtFAD3*, was up-regulated by abiotic stresses. Its functionality was verified by heterogonous expression in yeast. Overexpression of *CbFAD3* in tobacco constitutively increased C18:3 in both leaves and roots, which maintained the membrane fluidity, and enhanced plant tolerance to cold, drought, and salt stresses. Notably, the constitutively increased C18:3 induced a sustained activation of plasma membrane Ca^2+^-ATPase, thereby, changing the stress-induced Ca^2+^ signaling. The reactive oxygen species (ROS) scavenging system, which was positively correlated with the level of C18:3, was also activated in the transgenic lines. Microarray analysis showed that *CbFAD3*-overexpressing plants increased the expression of stress-responsive genes, most of which are affected by C18:3, Ca^2+^, or ROS. Together, *CbFAD3* confers tolerance to multiple stresses in tobacco through the C18:3-induced integrated regulation of membrane, Ca^2+^, ROS, and stress-responsive genes. This is in contrast with previous observations that simply attribute stress tolerance to membrane stabilization.

## Introduction

Environmental stresses, such as low temperature, drought, and salinity, severely limit plant growth and productivity. To withstand these abiotic stresses, plants have evolved both constitutive and inducible mechanisms that prevent or reduce adverse effects. As the outer boundary of plant cells, the cell membrane is the primary sensor of environmental stresses, and its stabilization is required for the survival of the plant (Zhang *et al.*, 2005; Shi *et al.*, 2008). Membrane stabilization, especially the maintenance of its integrity and function, is affected by lipid composition and the degree of fatty acid desaturation (Mikami and Murata, 2003; Shi *et al.*, 2008). Therefore, fatty acid desaturation caused by fatty acid desaturases (FADs), represented mainly by an increase in linolenic acid (C18:3), is considered as one of the factors involved in the tolerance of plants to many environmental stresses (Zhang *et al.*, 2005; Upchurch, 2008).

Three ω-3 FADs that catalyse the conversion of linoleic acid (C18:2) to C18:3 have been identified in Arabidopsis: two are plastidial desaturases, FAD7 and FAD8, and one is a microsomal desaturase, FAD3. It is widely accepted that ω-3 FADs are involved in plant tolerance to various abiotic stresses. In tobacco, overexpression of *AtFAD7* was reported to enhance cold tolerance (Kodama *et al.*, 1995), whereas its antisense expression reduced salt and drought tolerance (Im *et al.*, 2002). Expression of *FAD8* was induced by low temperature in Arabidopsis (Román *et al.*, 2015) and by salt treatment in maize roots (Berberich *et al.*, 1998). *FAD3* family members were up-regulated in the leaves of lima bean and soybean by drought (Zhang *et al.*, 2011) and cold (Román *et al.*, 2012), respectively. Overexpression of *LeFAD3* in tomato conferred tolerance to chilling (Yu *et al.*, 2009) and salinity stress (Wang *et al.*, 2014*a*). Although previous studies have observed the role of ω-3 FADs in stress tolerance, the relevance of these proteins in stress tolerance has always focused on the C18:3-induced membrane stabilization. However, stress tolerance is a complex process that consists of a series of responses at different levels (Perez and Brown, 2014) and cannot be achieved by membrane stabilization alone. Therefore, our knowledge of how ω-3 FADs respond to environmental stresses is still limited.

It is known that stresses trigger a rapid increase in cytosolic Ca^2+^ ([Ca^2+^]_cyt_), and the excess [Ca^2+^]_cyt_ will result in aggregation of proteins/nucleic acids and precipitation of phosphates, together with disintegration of membrane lipids, leading to cell death (Case *et al.*, 2007; Huda *et al.*, 2013*b*). Therefore, increased export of Ca^2+^ from the cell/intracellular organelles is needed to maintain [Ca^2+^]_cyt_ balance and adapt to the changing environment (Dodd *et al.*, 2010; Huda et al., 2013a, b). As one important exporter, the plasma membrane (PM) Ca^2+^-ATPase participates in various stress responses through generating a stress-induced Ca^2+^ signature (Huda *et al.*, 2013a, b; Sun *et al.*, 2016). Considering its location, we asked whether this enzyme is affected by membrane unsaturation. The same question is raised for another important membrane-bound protein, PM H^+^-ATPase, which contributes to nutrient transport by generating an electrochemical gradient (Haruta and Sussman, 2012) and indirectly drives other membrane-bound transporters (Palmgren, 2001).

Stresses also trigger a reactive oxygen species (ROS) burst, which is partially attributed to the [Ca^2+^]_cyt_ elevation (Baxter *et al.*, 2014; Perez and Brown, 2014)_._ The excess ROS accumulation will cause cell damage through lipid/protein oxidation and nucleic acid degradation (Gill and Tuteja, 2010; Huda *et al.*, 2013*a*). Therefore, an enhanced ROS-scavenging ability is required for plant stress tolerance. In fact, overexpression of a microsomal ω-3 FAD gene in tomato enhanced the activity of antioxidant enzymes and conferred tolerance to salinity stress (Wang *et al.*, 2014*a*), but the mechanism of the enhancement was not clear.

On the other hand, non-toxic levels of [Ca^2+^]_cyt_ and ROS are regarded as key players in plant stress signaling; they induce the expression of stress-responsive genes through signal transduction and amplification, and this results in stress tolerance (Dodd *et al.*, 2010; Huda *et al.*, 2013a;Baxter *et al.*, 2014; Perez and Brown, 2014). In addition, exogenous C18:3 can modulate the expression of stress-responsive genes, especially mediated by ROS (Mata-Pérez *et al.*, 2015), but there is no related study on endogenous C18:3.

*Chorispora bungeana* is a perennial crucifer inhabiting periglacial regions at altitudes of 3800–3900 m. Its growing environment is characterized by low temperatures and freeze–thaw conditions, lack of oxygen, high ultraviolet light, strong wind, and drought stress. Being closely related to Arabidopsis (Zhao *et al.*, 2012), *C. bungeana* is good plant material for the study of abiotic stress. Previous studies have confirmed that certain physiological and molecular mechanisms, rather than the existence of special morphological characteristics, might contribute towards its high survival under severe environmental conditions (Fu *et al.*, 2006; Zhang *et al.*, 2006; Shi *et al.*, 2008; Di *et al.*, 2009; Wu *et al.*, 2009; Zhang *et al.*, 2009; Zhao *et al.*, 2012). Moreover, we found that the cold tolerance of *C. bungeana* suspension-cultured cells was associated with the rapid increase in C18:3 under low temperatures (Shi *et al.*, 2008), which was produced mainly by microsomal ω-3 FAD. However, the actual mechanism for the involvement of the ω-3 FAD gene in stress tolerance is unknown because it has not yet been isolated and characterized.

In this study, we report the isolation and characterization of the microsomal ω-3 FAD gene, *CbFAD3*, from *C. bungeana*. The expression pattern and the functionality of *CbFAD3* were analysed in *C. bungeana* suspension-cultured cells and yeast cells, respectively. We also studied the function of *CbFAD3* under abiotic stresses using transgenic tobacco plants expressing *CbFAD3* under the control of the cauliflower mosaic virus (CaMV) 35S promoter. Moreover, the transcriptome of *CbFAD3*-overexpressing plants was analysed by microarray. The experimental data demonstrated that overexpression of *CbFAD3* confers tolerance to multiple stresses in tobacco plants through an integrated regulation that involves more than membrane stabilization.

## Materials and methods

### Plant material

The suspension-cultured cells and regenerated plants of *C. bungeana* were prepared as described by Shi *et al.* (2008) and Fu *et al.* (2006), respectively. About 1-cm tall seedlings were placed on half-strength Murashige and Skoog (MS) medium with 0.5 mg l^−1^ indole-3-butyric acid added for rooting. Regenerated plants having 2-cm-long roots were used for the experiments. Wild-type (WT) and transgenic tobacco (*Nicotiana benthamiana*) seeds were sterilized and germinated on MS medium. After 10-d germination, tobacco seedlings were transferred into soil (30% peat, 70% tuff), and irrigated with water every 2 d. Plants were grown at 25 °C with a 16-h photoperiod for 1–4 weeks before use.

### Experiential treatments and morphological characterization

For quantitative real-time PCR (qRT-PCR) analysis, *C. bungeana* suspension-cultured cells were exposed to 0 °C, or added to culture medium with 15% PEG6000 (−0.6 MPa) or 200 mM NaCl for various times (3, 6, 12, 24, and 48 h). For germination experiments, tobacco seeds were germinated under different temperatures (20, 18, 16, and 14 °C), or different concentrations of PEG6000 (5, 10, 15, and 17.5%) or NaCl (50, 100, 150, and 200 mM). Germination was observed at 2-d intervals up to 30 d during stress application. For survival experiments, 4-week-old tobacco plants were exposed to −2 °C for 3 d, or were not watered for 10 d, or irrigated with 300 mM NaCl for 21 d. Survival rates were measured after a 10-d period of recovery growth under normal conditions.

### Cloning and bioinformatics analysis

A 424-bp fragment of *CbFAD3* was cloned from *C. bungeana* suspension-cultured cells using degenerate primers P1 and P2 (see Supplementary Table S1 at *JXB* online), designed on the basis of a conserved domain database from tobacco, *Brassica napus*, and Arabidopsis. The 5′ and 3′ ends of *CbFAD3* were amplified using specific primers (P3–P6, Supplementary Table S1) and the SMARTer™ RACE cDNA amplification kit (Clontech, Japan). The full-length cDNA of *CbFAD3* was obtained by assembling the fragments, and the sequence was verified by PCR (using primers P7 and P8; Supplementary Table S1) and nucleotide sequencing. The sequences were analysed using Clustal X2.0 (SFI, Ireland), DNAman 5.2.2 (LynnonBiosoft, Canada), and MEGA 3.1 (ASU, USA) software or by BLAST (http://ncbi.nlm.nih.gov/blast). The nucleotide and amino acid sequences of *CbFAD3* were submitted to the NCBI GenBank database with accession numbers KM591203 and AKN35208, respectively.

### qRT-PCR analysis

The expression of *CbFAD3* in *C. bungeana* was detected using *CbACT* (AY825362) as the housekeeping gene (Di *et al.*, 2009; Wu *et al.*, 2009; Zhang *et al.*, 2009). The amplification specificity of each primer pair (P9 and P10 for *CbFAD3*, P11 and P12 for *CbACT*; Supplementary Table S2) was checked by gel electrophoresis and dissolution curve analysis. The relative gene expression (*F*) was normalized against the expression of a housekeeping gene, according to the formula:

$$\text{F}=\frac{{\left({\text{E}}_{\text{target}}\right)}^{\Delta {\text{Ct}}_{\text{target}}(control-sample)}}{{\left({\text{E}}_{\text{housekeeping}}\right)}^{\Delta {\text{Ct}}_{\text{housekeeping}}(control-sample)}}$$

which is considered as an accurate and reproducible mathematical model (Pfaffl, 2001). The amplification efficiencies (*E*) for both target and housekeeping genes were between 90 and 110%. The cycle threshold (*C*_t_) for these genes was obtained from three independent biological experiments.

### Heterogonous expression in yeast

The coding region of *CbFAD3* was cloned into pYES2.0 (Invitrogen, USA) using specific primers (P13 and P14; Supplementary Table S1), to construct the expression plasmid pYES2-*CbFAD3*. pYES2-*CbFAD3* and pYES2.0 were transformed into *Saccharomyces cerevisiae* strain INVSc1 (Invitrogen, USA) using *S. cerevisiae* EasyComp transformation kit (Invitrogen, USA). The yeast transformants were selected and cultured according to the method of Román *et al.* (2012). When the OD_600_ of the culture reached 0.2–0.3, gene expression was induced by adding 2% (w/v) galactose. Yeast cells were harvested by centrifugation at 1500 *g* for 5 min at 4 °C and washed with distilled water. The extraction and SDS-PAGE of total yeast proteins were performed as described by Horvath and Riezman (1994). The production of C18:3 was induced by adding 2% (w/v) galactose, 50 μM C18:2 (Sigma-Aldrich, USA) and 0.1% (w/v) NP-40, and was measured after growth at 20 °C for 3 d.

### Transformation and generation of transgenic plants

The coding region of *CbFAD3*, amplified using specific primers (P15 and P16; Supplementary Table S1), was cloned within the *Xba*I–*Sac*I site of the binary vector pBI121 to replace the *GUS* gene and construct the recombinant plasmid, pBI121-*CbFAD3*, under the control of the CaMV 35S promoter. The pBI121-*CbFAD3* plasmid was introduced into *Agrobacterium tumefaciens* strain GV3101 by electroporation. The transgenic tobacco plants were generated using the *Agrobacterium*-mediated transformation method (Horsch, 1985). Five positive transgenic lines exhibiting 3:1 segregation ratio were identified by PCR using primers P17 and P18 (Supplementary Table S1; Supplementary Fig. S1A). The homozygous lines were obtained by backcrossing or self-pollination, and the expression level of *CbFAD3* was verified by qRT-PCR using primers P9 and P10 (Supplementary Table S2; Supplementary Fig. S1B). *NtL25* (L18908) was used as the housekeeping gene (Schmidt and Delaney, 2010) using primers P19 and P20 (see Supplementary Table S2). Three independent homozygous T_3_ transgenic lines (L2, L3, and L4) showing higher expression levels were used in the experiments.

### Extraction and analysis of fatty acids

Lipids and total fatty acids were extracted from 5 g of tobacco leaves or roots as described in our previous report (Shi *et al.*, 2008). The total lipid and fatty acid composition of whole yeast cells was determined using the one-step method of Garcés and Mancha (1993). Fatty acid methyl esters of each sample were analysed with a gas chromatograph–mass spectrometer (6890N-5975C; Agilent, USA) fitted with a capillary column (Agilent DB-FFAP; 30 m×0.25 mm×0.5 µm). Hydrogen was used as a carrier gas with a linear rate of 1.1 ml min^−1^ and split ratio of 100:1. The injector and detector temperature was 200 °C, and the column temperature was programmed to increase from 70 to 230 °C (10 min holding) at a rate of 8 °C min^−1^. The voltage of the ionization source was 70 eV along with a solvent delay of 1.5 min. The ion source, quadrupole, and interface temperature were 230, 150, and 250 °C, respectively.

### Measurement of electrolyte leakage, chlorophyll fluorescence, malondialdehyde, H_2_O_2_, and antioxidant enzymes

Electrolyte leakage from tobacco leaves was measured using a conductivity meter (Mettler-Toledo, Swizerland) as described in our previous publication (Shi *et al.*, 2008). The maximum efficiency of photosystem II photochemistry (*F*_v_/*F*_m_) of fully expanded leaves was measured using a PAM-2100 fluorometer (Walz, Germany). The contents of malondialdehyde (MDA) and H_2_O_2_ of tobacco leaves were determined as described previously (Yang *et al.*, 2012). To determine the activities of superoxide dismutase (SOD), catalase (CAT), and peroxidase (POD), tobacco leaves (0.5 g) were ground in 50 mM KH_2_PO_4_ buffer (pH 7.8, containing 1% polyvinylpyrrolidone) at 0 °C. The homogenate was centrifuged at 15 000 *g* for 20 min at 4 °C. The supernatant was used to determine the enzyme activity according to the method described by Miao *et al.* (2010).

### Preparation of plasma membrane and analysis of membrane fluidity and enzymes

PMs were isolated from 10 g of tobacco leaves or roots by aqueous two-phase partitioning as described in our previous report (Shi *et al.*, 2008). The purity of PM vesicles was estimated according to the method of Widell and Larsson (1990). The enzymatic activity inhibited by vanadate, azide, nitrate, and molybdate was about 85, 1.6, 4.9, and 2.3%, respectively, indicating that the PM vesicles were well purified. Protein content was determined by a dye–protein binding method using bovine serum albumin as a standard (Bradford, 1976). According to the protocols described in our previous publication (Shi *et al.*, 2008), the fluidity of isolated PM was measured using a fluorescent probe (1,6-diphenyl-1,3,5-hexatriene, Sigma-Aldrich). The activity of PM H^+^-ATPase was determined by monitoring P_i_ release at 660 nm. The activity of PM Ca^2+^-ATPase was measured as eosin-sensitive Mg-inosine triphosphate hydrolysis (Giacometti *et al.*, 2012).

### Measurements of Ca^2+^ fluxes

The net flux of Ca^2+^ was measured using a non-invasive micro-test technology (NMT, Younger USA Science & Technology Corp., USA). One-week-old seedlings of WT and transgenic tobacco grown in backfilling solution (0.05 mM CaCl_2_, 0.1 mM KCl, 0.1 mM MES, pH 6.0) were fixed under a microscope. A Ca^2+^-selective microelectrode (3 mm aperture, XYPG120-2) was propelled to approximately 300–400 μm from the root apex. Steady-state Ca^2+^ fluxes were measured for 4 min. Then, PEG6000 and NaCl were applied to a final concentration of 15% and 200 mM, respectively, and measurements were taken for another 10 min. The data measured during the first minute were discarded because of the diffusion effects of stock addition. The concentration gradients were measured by moving the microelectrode a distance of 30 μm in 5 s. The corrected slope and intercept of micropipette was 26.32 and 33.33, respectively.

### Protoplast isolation and [Ca^2+^]_cyt_ measurement

Protoplasts were isolated from tobacco root epidermis using the enzymatic digestion procedure described by Rutschow *et al.* (2014). The protoplast suspensions were then incubated with Fluo-3 AM (Sigma-Aldrich) at a final concentration of 5 μM at 30 °C for 45 min and washed with MMG solution (0.4 M mannitol, 15 mM MgCl_2_, 4 mM MES, pH 5.7) containing 2 mM CaCl_2_. The pre-incubated protoplast suspension was put in the middle of a poly-L-lysine-pretreated (0.003% w/v) slide to fix individual protoplasts. The average fluorescence of the Fluo-3-Ca^2+^ conjugate from a single protoplast was measured at 511 nm using laser scanning confocal microscopy (LSCM; Leica SP8, Germany) under an excitation wavelength of 488 nm. When PEG solution and NaCl solution were added to a final concentration of 15% and 200 mM, respectively, the detection started and continued at 3-s intervals for 5 min.

### Microarray analysis

Two-week-old tobacco seedlings were treated with 200 mM NaCl for 6 h. Leaves from five independent plants were pooled as one biological sample, and three samples were hybridized separately for each line. The samples were sent to CapitalBio Corporation (Beijing, China) for microarray analysis. A microarray chip for *N. tabacum* (4 × 44 format; G2514F; Agilent) was scanned by an Agilent G2565CA microarray scanner, and analysed by GeneSpring GX software. The *P*-value was calculated with Student’s unpaired *t*-test and corrected for false discovery rate (Benjamini–Hochberg). A total of 43 817 genes from the tobacco genome were detected; 351 genes exhibiting more than 2-fold enhancement (115 genes) or reduction (236 genes) in the transcript levels were considered to show significant alterations in expression. 

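The deposited table of array values holds as many names as the genes counted here as detected, of which 58 are control names and 43759 are probes, whatever their signal. Between 49.2% and 63.0% of the probes gave a signal well above background on each of the 12 arrays. For the comparison of the transgenic line L2 with WT under salt stress, limma was fitted to the group means on the log2 scale, and a probe was counted as changed at a Benjamini-Hochberg adjusted p below 0.05 and a difference of more than 2-fold. Of 26312 probes tested, limma counted 0 as changed, against 1535 probes (5.83%) with an unadjusted limma p below 0.05, of which 444 also differed by more than 2-fold. The lowest adjusted p from limma was 0.0896. The methods' t-test gave 82 higher and 150 lower probes without adjustment and with the 2-fold limit, and 0 probes after Benjamini-Hochberg adjustment. The setting that moved the count most was the 2-fold limit with no test, which gave 256 higher and 496 lower probes. The array weights of limma were 2.67 for L2 sample 2 under salt stress and 0.453 and 0.398 for L2 samples 1 and 3. A fit with these weights leans on L2 sample 2, and their estimation stopped before it converged. With array weights in limma, 151 probes were higher and 358 lower, and with the slide as a block 46 were higher and 4 lower. Both of these fits counted 5 probes in common. All L2 arrays lay apart from all WT arrays for 13.9% of the tested probes, where chance gives 10% for 3 arrays against 3, and 400 of these probes differed by more than 2-fold. In simulated data for this comparison, limma found 89.5% of 4-fold changes and 0% of 2-fold changes. These were counted on the adjusted p without the 2-fold limit, and the simulation held no difference between slides.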

The raw data files were deposited in the NCBI GEO database with accession number GSE74260 (GSM1915764-1915769). To validate the microarray data, the increased expression of six genes was compared between transgenic and WT tobacco plants by qRT-PCR (see Supplementary Fig. S2) using specific primers (P21–P32; Supplementary Table S2). *NtL25* (L18908) was used as the housekeeping gene (Schmidt and Delaney, 2010) using primers P19 and P20 (see Supplementary Table S2).

### Statistics

All data were analysed for variance using SPSS 13.0 (SPSS Inc., Chicago, IL, USA), and statistical significance between samples was indicated when *P*<0.05.

## Results

### Isolation and analysis of *CbFAD3* from *C. bungeana*

After full length verification, the complete *CbFAD3* cDNA was obtained, having 1493 bp and an 1161-bp open reading frame (ORF) from 152 bp to 1312 bp. The ORF encodes a deduced protein of 387 aa, with a predicted molecular mass of 44.2 kDa and a p*I* value of 8.92. CbFAD3 contained four conserved transmembrane domains (TMD; Fig. 1A) and three histidine boxes (H1–H3; Fig. 1A), which are considered as highly conserved in all the membrane-bound FADs and ω-3 FADs, respectively (Los and Murata, 1998). The sequence analysis data showed that CbFAD3 exhibited high identity to other cruciferous microsomal ω-3 FADs, such as DsFAD3 (94%), AtFAD3 (93%), BnFAD3 (92%), BjFAD3 (92%), BoFAD3 (92%), and SaFAD3 (92%). The phylogenetic tree showed that CbFAD3 was clustered in the same clade as the cruciferous FAD3s, and was closest to Arabidopsis AtFAD3 (Fig. 1B). These analyses indicate that *CbFAD3* is a microsomal ω-3 FAD gene.

**Fig. 1.**
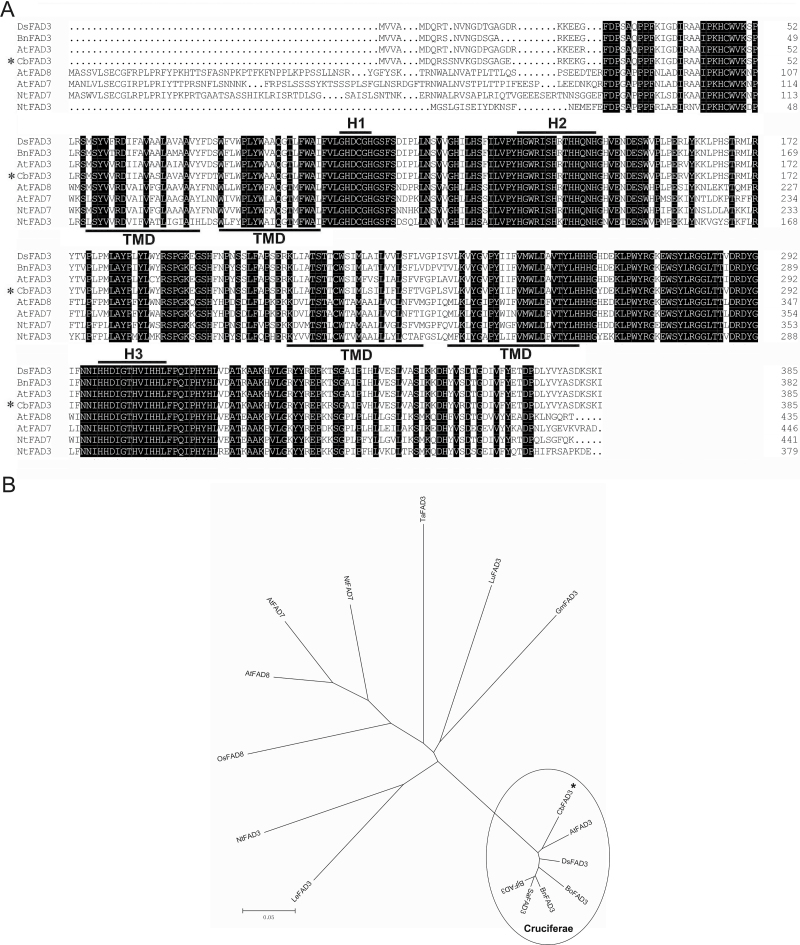
Sequence analysis of CbFAD3 and ω-3 FADs in various plant species. (A). Amino acid alignment of CbFAD3 and other ω-3 FADs from selected plant species. The sequence were aligned and displayed using Clustal X and DNAman software, respectively. Identical residues is shown on a background of black. The three conserved histidine clusters (H1–H3) are overlined, and the four transmembrane domains (TMD) are underlined. (B). Phylogenetic tree analysis of CbFAD3 and other FAD family members from selected plant species. Alignments were calculated with Clustal X software, and the analysis was performed using the neighbor-joining method implemented in the MEGA package. Poisson correction was used for multiple substitutions, and the bootstrap value was 1000 replicates. The position of CbFAD3 is indicated by an asterisk.

### Expression pattern of *CbFAD3* in *C. bungeana*

To analyse the expression of *CbFAD3* in *C. bungeana*, qRT-PCR was performed. The data showed that *CbFAD3* was expressed in all the tested tissues, with the highest expression in suspension-cultured cells, followed by that in roots and leaves, with the lowest expression observed in stems (Fig. 2A). This expression pattern is similar to that of *AtFAD3* in Arabidopsis (Kodama *et al.* 1997). Using *C. bungeana* suspension-cultured cells, we found that the expression of *CbFAD3* was significantly induced by various abiotic stresses, whereas there was no significant variation in the gene expression under normal conditions (Fig. 2B). The induced expression of *CbFAD3* peaked at 3, 6, and 24 h under cold (0 °C), NaCl (200 mM), and PEG (15%) treatments, respectively, with the corresponding maximum increases of 6.3-, 4.6-, and 10-fold, respectively, compared with untreated controls. Consistent with previous findings that FAD3 genes involved in stress adaptation can be induced by abiotic stresses (Yu *et al.* 2009; Zhang *et al.* 2011; Román *et al.* 2012), these results suggest that *CbFAD3* might be involved in response to cold, drought, and salt stresses.

**Fig. 2.**
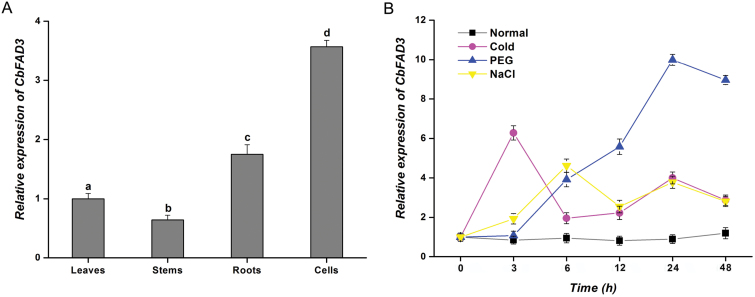
qPCR analysis for the expression of *CbFAD3* in *C. bungeana.* (A) Expression of *CbFAD3* in different tissues. The cDNAs for analysis were prepared from the regenerated plants and the cultured cells of *C. bungeana.* Data were calibrated relative to the gene expression level in leaves, which was set at a value of 1. (B) Expression of *CbFAD3* is induced by cold, drought, and salt stresses. The suspension-cultured *C. bungeana* cells were exposed to 0 °C, or treated with 15% PEG or 200 mM NaCl. The cDNAs were prepared from the cultured cells at various treatment times (3, 6, 12, 24, and 48 h). Data were calibrated relative to the gene expression level before treatment (0 h), which was set at a value of 1. *CbACT* was used as the internal control. Values are means ±SE of three biological replicates for each experiment. Statistical significance between samples, determined by Student’s *t*-test, is indicated by different letters.

### Expression of *CbFAD3* in yeast leads to conversion of C18:2 to C18:3

Yeast has been proven to be a suitable heterologous expression system for studying the functionality of microsomal ω-3 FAD genes (Dyer *et al.*, 2001). To determine the functionality of *CbFAD3*, the ORF of *CbFAD3* was expressed in *S. cerevisiae* under the galactose-inducible promoter of the pYES2.0 vector. The results of SDS-PAGE showed that a 44.2 kDa protein was induced in yeast cells transformed with pYES2-*CbFAD3*, but was not induced in the controls transformed with empty pYES2 vector (Fig. 3A). The fatty acid analysis of whole yeast cells clearly indicated that CbFAD3 could effect the conversion of C18:2 to C18:3 in *CbFAD3*-transformed yeast cells, whereas no C18:3 was detected in the controls (Fig. 3B). The percentage of C18:3 obtained from *CbFAD3*-transformed yeasts at 20 °C was 0.7% (see Supplementary Table S3), which was more than that (about 0.3%) from yeast-expressed Arabidopsis AtFAD3 (Kumar *et al.*, 2012). These results confirm that *CbFAD3* is a functional microsomal ω-3 FAD gene.

**Fig. 3.**
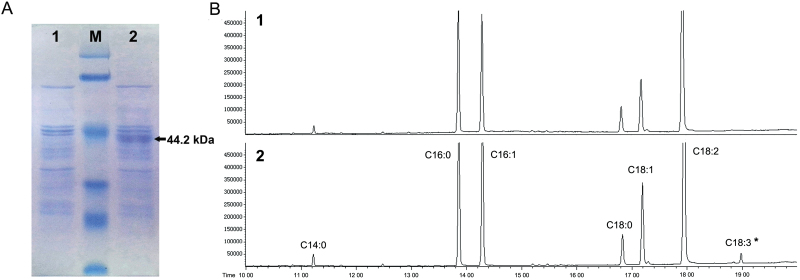
Heterogonous expression of *CbFAD3* in *S. cerevisiae*. (A) SDS-PAGE of total proteins in transgenic yeast cells grown at 20 °C. The data were measured after the induction of 2% galactose for 3 d. (B) Gas chromatogram of total fatty acids in transgenic yeast cells grown at 20 °C. The data were measured after the induction of 2% galactose, 50 µM C18:2, and 0.1% NP-40 for 3 d. Yeast cells transformed with pYES2.0 and pYES2.0-*CbFAD3* are represented as (1) and (2), respectively.

### Overexpression of *CbFAD3* in tobacco enhanced plant tolerance to multiple abiotic stresses

To clarify the role of *CbFAD3* in stress tolerance, the germination and survival of transgenic tobacco were observed under different abiotic stresses. Under normal conditions, there were no significant differences in germination between transgenic and WT seeds. Although seed germination was inhibited by low-temperature, PEG and NaCl treatments, the germination rates of the transgenic lines were much higher than that of WT tobacco plants (Fig. 4A, B). In the chilling temperature condition (14 °C), the germination rates were 35.0–61.3% for transgenic seeds and only about 13.8% for WT controls. Similarly, with the high-PEG (17.5%) and high-salt (200 mM) media, the germination rates of transgenic seeds were more than 50% and 40%, respectively, whereas those of WT controls were around 20%.

**Fig. 4.**
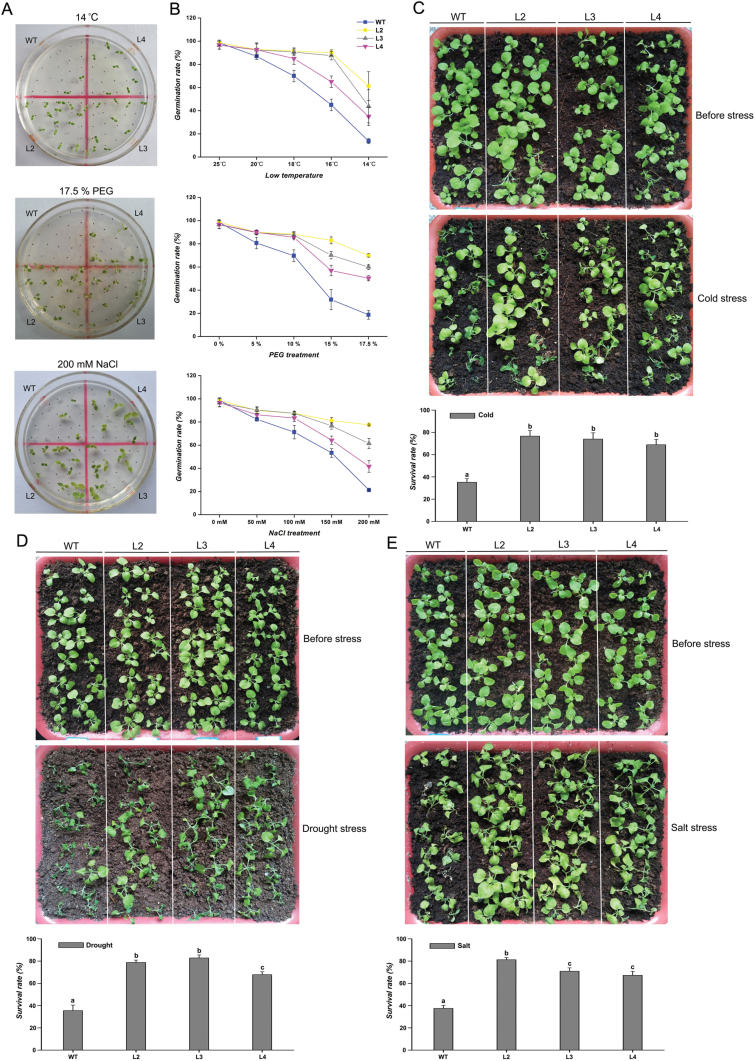
*CbFAD3*-overexpressing tobacco plants showed enhanced tolerance to multiple abiotic stresses. (A, B) Germination of transgenic and WT tobacco seeds under different treatments. Photographs were taken 24 d after low-temperature exposure and 14 d after seeding on PEG or NaCl plates. Germination rates were observed at 2-d intervals up to 30 d after treatment (*n*=100 seeds for each line from five individual plates). (C–E) Survival of transgenic and WT tobacco plants under cold, drought, and salt stresses. Plants were transferred into soil after plate germination (MS medium), and irrigated with water every 2 d. Four-week-old tobacco plants were exposed to −2 °C for 3 d, not watered for 10 d, or irrigated with 300 mM NaCl solution at 3-d intervals up to 21 d and photographed. Survival rates were measured after 10-d recovery growth under normal conditions (*n*=90 plants for each line from five individual flower pots). Transgenic lines L2, L3, and L4 were used in these experiments. Values are means ±SE from five independent trials. Statistical significance between samples, determined by Student’s *t*-test, is indicated by different letters.

There were no significant differences in growth between WT and transgenic plants under normal conditions, whereas the survival rates were significantly higher in transgenic plants than in WT controls under abiotic stresses (Fig. 4C–E). Cold exposure (−2 °C for 3 d) led to WT tobacco becoming wilted and nipped, whereas it had a weaker influence on transgenic plants. After recovery, the survival rate of transgenic and WT plants was 68.9–76.7% and 35.2%, respectively. Likewise, an about 2.0-fold survival rate was also found in transgenic lines as compared with WT controls under drought (not watered for 10 d) and salt treatments (300 mM NaCl for 21 d). These findings indicate that overexpression of *CbFAD3* in tobacco can enhance plant tolerance to multiple abiotic stresses.

### *CbFAD3*-overexpressing plants had improved physiological traits under abiotic stresses

To further confirm the enhanced stress tolerance caused by *CbFAD3*, various physiological traits important for stress responses were measured in the leaves of transgenic tobacco plants. As shown in Fig. 5, there were signs of increase in membrane stability and photosynthetic capacity in several, but not all, *CbFAD3*-overexpressing lines under normal conditions; however, these physiological traits were much better in all transgenic lines than in WT controls under abiotic stresses. During cold exposure, lower ion leakage (42.1–47.6%) and MDA accumulation (71.3–74.8%), and higher chlorophyll fluorescence (*F*_v_/*F*_m_, 143.3–154.6%) were observed in transgenic lines when compared with WT controls. Similar physiological phenomena were also observed in the transgenic plants under drought and salt treatments. These data show that *CbFAD3*-overexpressing plants demonstrate reduced damage and higher integrity of cellular membranes under various abiotic stresses.

**Fig. 5.**
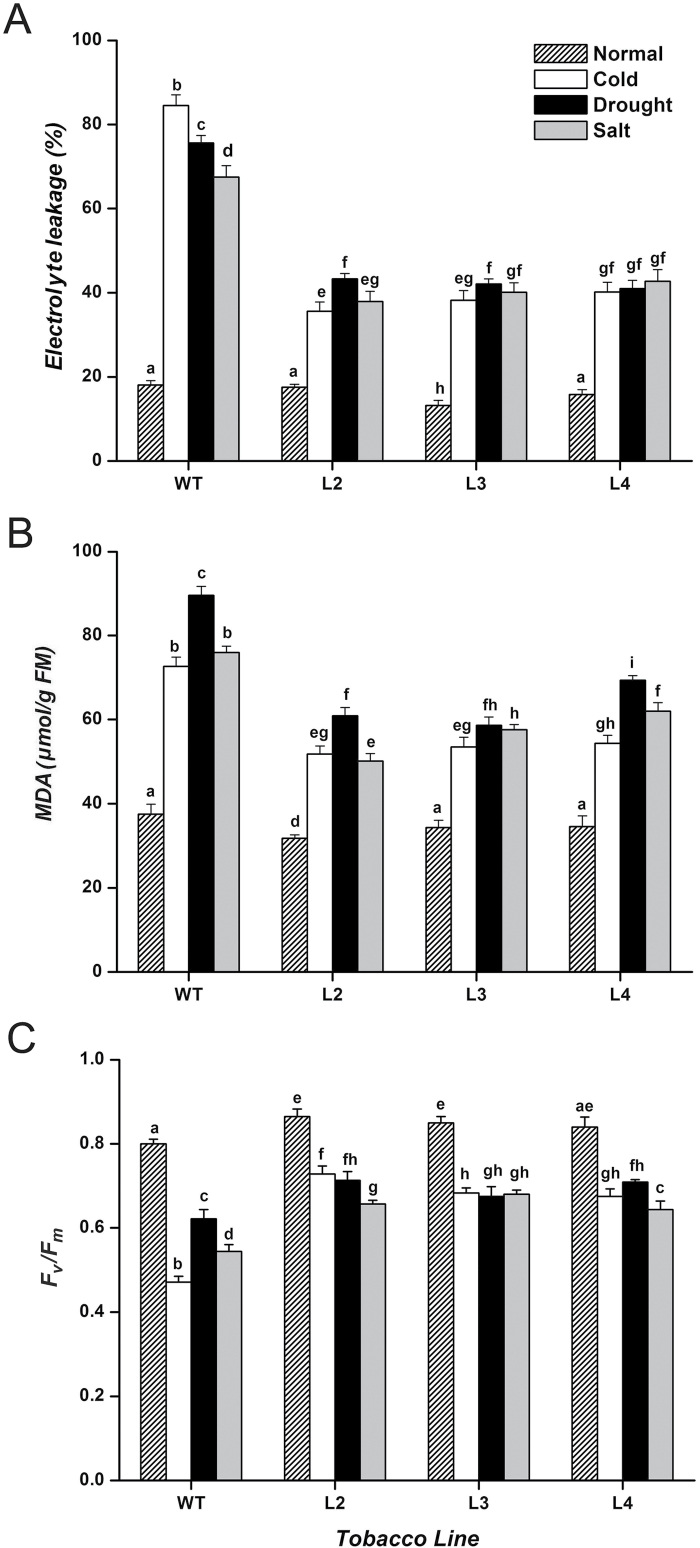
Physiological comparisons between *CbFAD3*-transgenic and WT tobacco leaves under stress conditions. (A) Electrolyte leakage, reflecting the integrity of the cellular membranes. (B) MDA content, showing the state of lipid peroxidation. (C) *F*_v_/*F*_m_ ratio, representing the photosynthetic efficiency. Transgenic lines L2, L3, and L4 were used in these experiments, and for each line more than five plants were used in every experiment. Four-week-old tobacco plants were exposed to 0 °C, not watered, or treated with 200 mM NaCl for 3 d, and then measured. Values are means ±SE of three biological replicates for each experiment. Statistical significance between samples, determined by Student’s *t*-test, is indicated by different letters.

### *CbFAD3*-overexpressing plants had constitutive high membrane unsaturation

To identify the contribution of *CbFAD3* to membrane unsaturation, the fatty acid compositions of transgenic tobacco plants were measured. Overexpression of *CbFAD3* constitutively increased the fatty acid unsaturation, including the C18:3 content, C18:3/C18:2 ratio, and double bond index (DBI), in both leaves and roots of tobacco plants (Fig. 6A, B). Under normal conditions, the average level of C18:3 in transgenic lines increased by about 20.8% in leaves and by 126.2% in roots compared with the levels in WT plants. The increases in C18:3/C18:2 ratio and DBI in transgenic lines were also greater in roots than in leaves. After 10 d of drought treatment, the levels of C18:3 in both leaves and roots of transgenic plants were almost unchanged, whereas those of WT plants increased to the levels found in transgenic lines (Fig. 6A, B). The consumption of C18:2 in WT roots was compensated by the conversion of stearic acid (C18:0) and oleic acid (C18:1) to C18:2. Although the C18:3/C18:2 ratio in transgenic lines was higher than that in WT plants, the DBI in WT plants was equal to (in leaves) or more than (in roots) that in the transgenic lines. These results indicate that overexpression of *CbFAD3* in tobacco can constitutively increase the fatty acid unsaturation, especially the level of C18:3, to the same level as that induced by drought in WT plants.

**Fig. 6.**
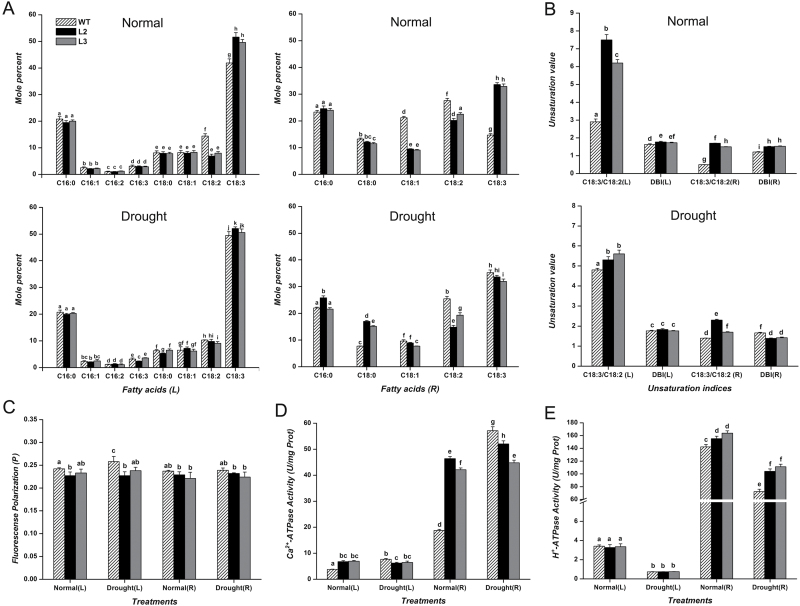
Changes in fatty acid composition, enzyme activity and membrane fluidity between *CbFAD3*-transgenic and WT tobacco plants after a 10-d drought treatment. (A) Fatty acid composition of leaves and roots. Data are expressed as molar percentages obtained from the quantitative analysis of peak area chromatogram. (B) Unsaturation indices calculated from fatty acid composition. Double bond index, DBI=[(%18:1)+2(%18:2)+3(%18:3)]/100. (C) Fluidity of plasma membrane from leaves and roots. Data are represented as fluorescence polarization (*P*). (D) Activity of PM Ca^2+^-ATPase from leaves and roots. (E) Activity of PM H^+^-ATPase from leaves and roots. Transgenic lines L2 and L3 were used in these experiments, and each line was used with more than twenty 4-week-old plants in every experiment. Data from leaves and roots are represented as L and R, respectively. Values are means ±SE of three biological replicates for each experiment. Statistical significance between samples, determined by Student’s *t*-test, is indicated by different letters.

### *CbFAD3*-overexpressing plants continuously stabilized membrane fluidity and activated PM Ca^2+^-ATPase

To evaluate the function of *CbFAD3* in membrane stabilization, the membrane fluidity and enzyme activities of transgenic tobacco plants were examined. The value *P* calculated from fluorescence polarization indices is an indication of membrane fluidity (Mykytczuk *et al.*, 2007); the higher the value, the lower is the fluidity. In *CbFAD3*-overexpressing tobacco plants, the constitutive fatty acid desaturation did not significantly change the membrane fluidity, which was already optimal for survival, under normal conditions, but maintained the fluidity under drought stress (Fig. 6A–C). Moreover, the drought-induced fatty acid desaturation in WT tobacco plants also maintained the membrane fluidity under drought stress except for a slight rigidification in the leaves.

The experimental data together with a correlation analysis showed that the sustained activation of PM Ca^2+^-ATPase in leaves and roots of *CbFAD3*-overexpressing plants was exactly correlated with the constitutive accumulation of C18:3, and the inducible activation of PM Ca^2+^-ATPase in WT plants was in accordance with the drought-induced increase in C18:3 (Fig. 6A, B, E; Table 1). However, the enzyme activities in both WT and transgenic tobacco plants did not correlate with membrane fluidity. The drought-induced inhibition of PM H^+^-ATPase, which did not correlate with the membrane unsaturation and fluidity, was not different between WT and transgenic leaves, but was observably milder in the roots of transgenic lines (Fig. 6A, B, E; Table 1). These results suggest that the *CbFAD3*-induced constitutive accumulation of C18:3 might maintain membrane fluidity and activate PM Ca^2+^-ATPase under any condition, although its role in the PM H^+^-ATPase was complex.

**Table 1.** Pearson correlation coefficients (two-tailed) between membrane unsaturation indices and physiological indices in leaves (L) or roots (R) before and after drought stress

	C18:3	C18:3/C18:2	DBI
EL (L)	0.26	−0.19	0.33
MDA (L)	0.25	−0.23	0.34
*F*_v_/*F*_m_ (L)	−0.11	0.37	−0.14
MF (L)	−0.18	−0.33	0.04
MF (R)	−0.11	−0.18	0.14
Ca^2+^-ATPase (L)	0.81***	0.69**	0.63*
Ca^2+^-ATPase (R)	0.95***	0.79***	0.82***
H^+^-ATPase (L)	−0.42	0.10	−0.43
H^+^-ATPase (R)	−0.31	−0.29	−0.30
SOD (L)	0.73***	0.37	0.69**
CAT (L)	0.53*	−0.01	0.59**
POD (L)	0.45	−0.05	0.50*
H_2_O_2_ (L)	0.28	−0.19	0.36

The data from *CbFAD3*-transgenic (L2 and L3) and WT tobacco plants were used for the calculation (three replications, *n*=12 × 3). Significant positive correlation (*R*≥0.50, *P*<0.05) is indicated in bold. *P<0.05, **P<0.01, ***P<0.001.

### *CbFAD3*-overexpressing plants changed the stress-induced Ca^2+^ signaling during early stresses

To explore the role of *CbFAD3* in regulating Ca^2+^ signaling, the net Ca^2+^ flux and [Ca^2+^]_cyt_ of transgenic tobacco plants were determined under different stresses. Although both of the two Ca^2+^ indices reflect a combined result of Ca^2+^ influx through Ca^2+^ channels and Ca^2+^ efflux driven by Ca^2+^-ATPase and Ca^2+^ exchangers (Bose *et al.*, 2011), they are not completely consistent with each other. This is because the net Ca^2+^ flux detected by NMT presents a dynamic Ca^2+^ state just around the plasma membrane of cells that adjoin the microelectrode, whereas the [Ca^2+^]_cyt_ monitored using LSCM shows the cytoplasmic Ca^2+^ variation affected by the Ca^2+^ flux from both plasma membrane and tonoplast.

When exposed to 15% PEG, tobacco root tips exhibited a transient increase in Ca^2+^ efflux, which was 0.9–1.4 times larger in transgenic lines than in WT plants (Fig. 7A). The PEG stress also induced an instantaneous [Ca^2+^]_cyt_ elevation in the root protoplasts, and the elevation in transgenic lines was only 64.0–77.8% of that in WT controls (Fig. 7B). The higher Ca^2+^ efflux (142.0–156.8%) and the lower [Ca^2+^]_cyt_ elevation (60.9–71.9%) were also observed in transgenic lines under salt shock (200 mM NaCl) (Fig. 7C, D). These results revealed that the sustained activation of the PM Ca^2+^-ATPase in *CbFAD3*-overexpressing plants changes the stress-induced Ca^2+^ signaling during early stresses.

**Fig. 7.**
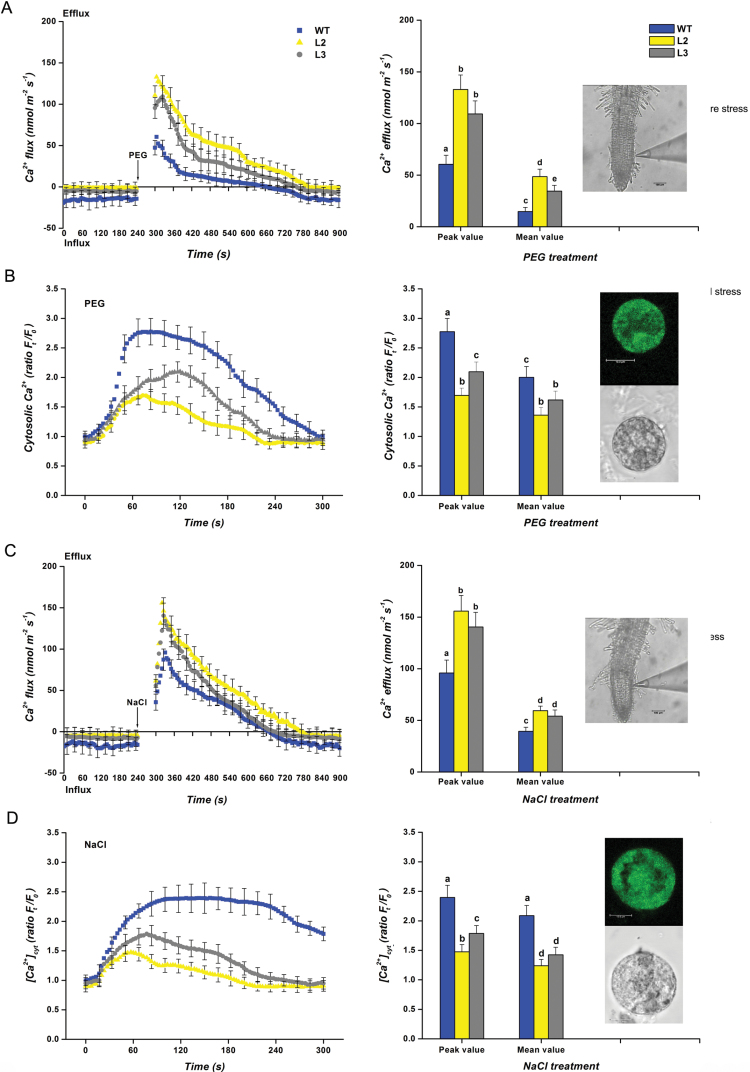
Dynamics of Ca^2+^ fluxes and [Ca^2+^]_cyt_ in *CbFAD3*-transgenic and WT tobacco plants under different treatments. (A, C) Ca^2+^ fluxes in root tips treated with 15% PEG or 200 mM NaCl (*n*=10 ten-day-old seedling roots). Values are means ±SE from 10 independent trials. The inset photomicrograph showed that the detection site was in the elongation zone epidermis of root tips. Scale bar: 100 µm. (B, D) [Ca^2+^]_cyt_ in root epidermis protoplasts treated with 15% PEG or 200 mM NaCl (*n*=30 root protoplasts). The root protoplasts were prepared from more than 100 ten-day-old seedlings for each line. The value is presented as the relative fluorescence ratio of *F*_t_/*F*_0_. Values are means ±SE of 30 independent biological trials. The inset photomicrograph showed that the Ca^2+^ level was detected from the cytoplasm of intact root protoplast. Scale bar: 100 µm. The transgenic lines L2 and L3 were used in these experiments. Statistical significance between samples, determined by Student’s *t*-test, is indicated by different letters.

### *CbFAD3*-overexpressing plants enhanced ROS scavenging under abiotic stresses

To reveal the function of *CbFAD3* in ROS scavenging, the activities of antioxidant enzymes and the level of H_2_O_2_ were analysed in the leaves of transgenic tobacco plants. Under normal conditions, the ROS scavenging ability of transgenic plants was not significantly higher than that of WT plants, except for the SOD activity. However, the activities of SOD, CAT, and POD increased rapidly in stress-treated transgenic lines compared with that in the WT controls (Fig. 8A–C). Under stress conditions, the transgenic lines showed significantly less accumulation of H_2_O_2_ and MDA, and less ion leakage, as well as obviously higher photosynthetic activities (Fig. 5A–C; Fig. 8D), confirming reduced oxidative damage during the onset of the stresses. Furthermore, the correlation coefficients verified that the activities of these antioxidant enzymes had a certain degree of positive correlation with membrane unsaturation, including the C18:3 content and DBI (Table 1).

**Fig. 8.**
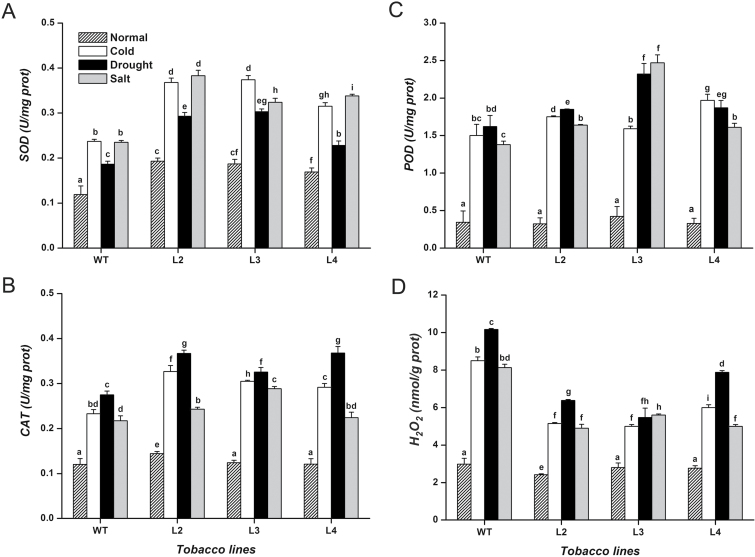
Antioxidant response to abiotic stresses in *CbFAD3*-transgenic and WT tobacco leaves. (A–C) Activities of superoxide dismutase (SOD), catalase (CAT), and peroxidase (POD), respectively. (D) Hydrogen peroxide (H_2_O_2_) content. Transgenic lines L2, L3, and L4 were used in these experiments, and for each line more than five plants were used in every experiment. Four-week-old tobacco plants were exposed to 0 °C, not watered, or treated with 200 mM NaCl for 24 h, and then measured. Values are means ±SE of three biological replicates for each experiment. Statistical significance between samples, determined by Student’s *t*-test, is indicated by different letters.

### *CbFAD3*-overexpressing plants increased the expression of stress-responsive genes under stress condition

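Each of the 12 samples was hybridized to a one-colour Agilent array. The array is designed for N. tabacum and the paper names N. benthamiana as the plant, and how well the probes match the transcripts of that species was not examined here. The samples were 3 each of WT and L2 seedlings under normal conditions, and 3 each of WT and L2 seedlings after 6 h in 200 mM NaCl. The seedlings were 2 weeks old and were grown at 25 °C with 16 h of light and 8 h of darkness. The paper gives 5 plants per pooled sample and the sample labels give 3. For the tissue, the paper's methods name leaves and the notes of Table 2 name seedlings. An array holds 45220 spots, of which 1417 are controls. There are 43748 probes with 1 spot and 11 probes with 5 spots, which were averaged. From 0 to 5 spots per array carried an outlier flag and were left out, and 0 spots were saturated. The authors extracted a background-corrected signal for each spot with the scanner's software, and its log2 minus the 75th percentile of the array was used here. The number of probes well above background had a range of 26144–27549 in WT and 23422–27447 in L2 under normal conditions, and of 23709–26792 in WT and 21508–24233 in L2 under salt stress, with 20683 probes well above background on all arrays. A probe was tested where it was well above background on all 3 arrays of at least 1 group. For a probe well above background on 0 arrays of one group, only a bound of its signal is given, which is the mean of the brighter group over the mean, in the other group, of the higher of the probe's own value and the lowest value of any probe well above background on the array. No fold is given where both groups lack such a signal or the bound is below 1. The arrays lay on 3 slides of 4 arrays. Slide 1 held WT normal 1, 2 and 3 and L2 normal 1, slide 2 held L2 normal 2 and 3 and WT salt 1 and 2, and slide 3 held WT salt 3 and L2 salt 1, 2 and 3. With the slide as a block, the difference between L2 and WT under salt stress is therefore that between the L2 salt arrays and WT salt 3 alone. The number of arrays per group limits the precision of each value.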

To elucidate the molecular mechanism of stress tolerance mediated by *CbFAD3*, increased expression of genes in transgenic plants compared with WT controls was identified under salt stress using microarray analysis. 

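All 61 probes of Table 2 are on the array, and 53 of the accession numbers in the table are those of the array's own annotation. The filter on signal left 51 of them to be tested. The mean of the L2 salt arrays was higher than that of the WT salt arrays for all 61 probes, and by more than 2-fold for 33. The 33 include probes with only a bound of their signal or with no fold. Numbers 1–14 lie in a block of spots, treated below, whose signal was raised on L2 salt 1 and 2. Of the 47 probes outside the block, 19 were more than 2-fold higher. For 40 probes, all L2 salt arrays lay above all WT salt arrays, where chance gives 5% in one direction. The 40 include all of numbers 1–14. The first 11 of these were not well above background on L2 salt 3 or on any WT salt array. The order of those arrays is then no measure of a difference for them. The lowest p of a Table 2 probe adjusted over all probes tested was 0.186 by limma, and 26 probes had an unadjusted limma p below 0.05. Adjusted over the list alone, limma counted 13 probes as changed, with a lowest adjusted p of 0.00299. Of these, numbers 9, 12, 13 and 14 lie in the block of spots with a raised signal. Number 14 has the lowest adjusted p both over all probes tested and over the list. Number 41, also counted, was well above background on 0 salt arrays of either line and so has no fold. The list was chosen on these arrays for a higher level in L2, so the count over the list alone is not independent evidence, nor does the 5% apply to probes chosen in this way. Of the probes counted as changed with array weights, 24 were in Table 2, and of those with the slide as a block, 0.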

According to the search results of the NCBI database, 61 genes annotated with related functions were confirmed from the 115 genes in transgenic plants (Table 2); the others, annotated as ‘uncharacterized gene/protein’ in the database, are not shown. Among the confirmed genes, there were 59 that were directly or indirectly involved in plant stress response; these included genes for nitrogen/sulfur metabolism-related proteins (15 genes), cell wall/membrane-related proteins (11 genes), photosynthesis-related proteins (six genes), protein kinases (six genes), ROS-responsive proteins (five genes), genes for transcription factors (four genes), chromatin remodeling or DNA methylation proteins (three genes), signaling proteins (three genes), alkaloid biosynthesis-related proteins (three genes), cell cycle-related proteins (two genes), as well as one gene for disease resistance protein. 

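On the salt arrays, 35 of the Table 2 probes were well above background in all L2 samples and 33 in all WT samples. There were 16 probes that were not well above background on any WT salt array, and 3 that were not on any salt array of either line.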

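Table 2 holds a pair of probes annotated as PPR-containing proteins, numbers 46 and 51. Number 46 (A_95_P130417, EB430467) had a log2 value of −4.16 ± 0.44 (SD, n = 3) in WT and −2.95 ± 0.32 (SD, n = 3) in L2 under salt stress, a 2.30-fold difference (log2 1.20, standard error 0.451, adjusted p = 0.805 from limma). It lies in row 304 of the array, where the local floor of the raw signal (log2, relative to the median of the array) was raised on L2 salt 2, at 1.47, against 0.36 on L2 salt 1 and 0.24 on L2 salt 3. With that spot left out, a setting chosen after seeing the data, its log2 difference was 1.08 (adjusted p = 0.892 from limma). Number 51 (A_95_P058111, BP134390) had a log2 value of −3.52 ± 0.40 (SD, n = 3) in WT and −2.75 ± 0.20 (SD, n = 3) in L2, a 1.70-fold difference (log2 0.77, standard error 0.437, adjusted p = 0.899 from limma). All L2 arrays were above all WT arrays for both probes. Between L2 salt 3 and WT salt 3, which share a slide, the log2 difference was 1.34 for number 46 and 0.09 for number 51.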

Beside these, two pentatricopeptide repeat (PPR)-containing protein genes linked with the recovery of fertility were detected, which might ensure the fertility of transgenic plants. These results indicate that overexpression of *CbFAD3* in tobacco can increase the expression of stress-responsive genes under stress conditions.

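The median log2 difference between L2 and WT under salt stress was 0.97 over the tested probes of Table 2, with an SD of 0.38 between the L2 arrays. Over all probes of the table it was 1.05, and 0.84 with 13 probes set at the bound of their signal and 5 probes without a fold left out. The alternative that moved the median over the tested probes most was a fit on samples 1 and 2 of each salt group, chosen after seeing the data, with a median of 1.25, and the slide as a block gave the lowest, 0.69. With each array left out in turn, the median stayed between 0.80 and 1.14. The folds of the table match samples 1 and 2 of each line. Each of these fits keeps some of those arrays, so medians above 0 are not independent evidence of a difference. Between L2 salt 3 and WT salt 3, on which the probes were not chosen, the median over the 50 probes after the first 11 was 0.17. Numbers 1–14 of the table lie in one block of spots at the edge of the array, and over the 47 probes outside it the median was 0.93, or 0.89 with 1 probe set at the bound of its signal and 5 probes without a fold left out. In samples 1 and 2 of each line, the median over the probes outside the block was 1.19. These L2 arrays lie on slide 3 and these WT arrays on slide 2, so the line and the slide cannot be told apart. Of the probes outside the block, 29 were higher in L2 salt 3 than in WT salt 3. From the higher transcript levels listed in Table 2, the paper infers that overexpression of CbFAD3 can raise the expression of genes that respond to stress when the plants are stressed.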

**Table 2.** Transcripts significantly increased in *CbFAD3*-overexpressing tobacco seedlings compared with those of WT controls under salt stress conditions

Number	Probe name	Accession no.	Gene annotation	Fold (log_2_)	Function	Reference
1	A_95_P204097	EH618725	Cytochrome *c* oxidase	15.02	Chilling and salt tolerance	De Santis *et al.* (1999) Yan *et al.* (2005)
2	A_95_P267086	FG169445	Monocopper oxidase-like protein	14.00	Plant growth (i.e. cell wall expansion)	Sedbrook *et al.* (2002)
3	A_95_P117392	DV160317	Disease resistance protein RGA2	12.64	Defense against pathogen attack	Loutre *et al.* (2009)
4	A_95_P238494	FG167609	Asparagine synthetase	12.55	Response to abiotic stresses	Wang *et al.* (2005)
5	A_95_P113687	CV021257	Caffeoyl-CoA *O*-methyltransferase	11.31	Response to salt and water deficit stresses	Senthil-Kumar *et al.* (2010)
6	A_95_P268896	DW003469	YLS2-like protein	11.26	Response to salt stress	Aghaei and Komatsu (2013)
7	A_95_P254509	EB438355	Histidine kinase	10.89	Plant growth and stress responses	Cao *et al.* (2015)
8	A_95_P016001	EB678560	Non-specific lipid-transfer protein	10.75	Response to abiotic stresses	Gangadhar *et al.* (2016)
9	A_95_P281518	FG645498	Chromatin-remodeling complex-like	10.30	Response to drought, cold and salt stresses	Kim *et al.* (2010)
10	A_95_P035683	BP128538	Zinc finger protein	9.88	Plant growth and stress responses	Yang *et al.* (2014)
11	A_95_P234479	FG170626	Methyltransferase-like protein	9.03	Response to abiotic/biotic stresses	Sahu *et al.* (2013)
12	A_95_P054511	BP133457	Cytochrome P450 -like	5.68	Plant development and abiotic stress tolerance	Perez and Brown (2014)
13	A_95_P084005	BP528907	MYB transcription factor	5.48	Plant growth, development and stress response	Zhang *et al.* (2012)
14	A_95_P134852	EB437708	SNF1-related protein kinase	4.31	Response to salt and drought stresses	Xu *et al.* (2009)
15	A_95_P006516	EH616694	Glycine-rich cell wall structural protein	3.70	Salt tolerance and response to pathogen attack	Li *et al.* (2009) Zheng *et al.* (2013)
16	A_95_P170234	EH664856	APS reductase-like protein	3.58	Plant development and cold stress response	Phartiyal *et al.* (2008)
17	A_95_P259371	FG171287	APS reductase-like protein	3.57	Plant development and cold stress response	Phartiyal *et al.* (2008)
18	A_95_P316268	AY772945	Pectin methylesterase	3.45	Cell wall architecture and response to chilling stress	Qu *et al.* (2011)
19	A_95_P099313	BP534878	Methyltransferase-like protein	3.33	Response to abiotic/biotic stresses	Sahu *et al.* (2013)
20	A_95_P047176	BP131588	Ycf3 protein	3.14	PSI assembly and drought tolerance	Muchero *et al.* (2010)
21	A_95_P037263	BP128958	GST-like protein	3.06	Plant development and abiotic stress tolerance	Perez and Brown (2014)
22	A_95_P000116	FG157904	APS reductase-like protein	2.98	Plant development and cold stress response	Phartiyal *et al.* (2008)
23	A_95_P192712	EB432744	Calcium-binding protein	2.91	Response to environmental stresses	Tsou *et al.* (2012) Chen *et al.* (2015)
24	A_95_P173162	EH665543	Aspartate aminotransferase	2.81	Nitrogen metabolism and synthesis of amino acids	Zhou *et al.* (2009)
25	A_95_P221852	DV158128	Blue copper protein	2.68	Plant development and response to salinity and heavy metal stress	Ruan *et al.* (2011)
26	A_95_P173657	EH665660	Leucine-rich receptor-like kinase	2.56	Protein phosphorylation	Moscatiello *et al.* (2006)
27	A_95_P083300	BP528727	Ycf2 protein	2.54	PSI assembly and drought tolerance	Muchero *et al.* (2010)
28	A_95_P078860	BP527625	Receptor-like protein kinase	2.52	Response to abiotic stresses	Ye *et al.* (2017)
29	A_95_P128347	EB428011	Pectate lyase	2.52	Response to abiotic stresses	Palusa *et al.* (2007)
30	A_95_P122212	DW002241	Golgin subfamily protein	2.51	Golgi formation and membrane trafficking	Latijnhouwers *et al.* (2007)
31	A_95_P034973	BJ999201	RNA-binding protein	2.51	Tolerance to salt and drought stress	Ambrosone *et al.* (2015)
32	A_95_P297413	FG152847	ICR1-like protein	2.51	Plant growth	Li *et al.* (2008)
33	A_95_P035398	BP128462	Maturase K gene	2.46	Splicing of chloroplast group II introns	Vogel *et al.* (1999)
34	A_95_P157547	EH615593	Reticuline oxidase-like protein	2.41	Cell wall architecture and response to pathogen attack	Belchí-Navarro *et al.* (2013)
35	A_95_P159832	EH618298	CCR-like protein	2.40	Abiotic stress tolerance	Ghosh *et al.* (2014)
36	A_95_P190577	EH615701	LHT1-like protein	2.38	Ethylene responses	Shin *et al.* (2015)
37	A_95_P005336	BP130308	Pectin methylesterase inhibitor	2.36	Anti-fungal activity disease resistance and stress tolerance	An *et al.* (2008)
38	A_95_P053311	EB425896	Sulphur deficiency-induced protein	2.28	Utilization of stored sulfate	Howarth *et al.* (2009)
39	A_95_P018051	DV160720	SOD	2.27	Plant development and abiotic stress tolerance	Perez and Brown (2014)
40	A_95_P186302	EB436456	APS reductase-like protein	2.26	Plant development and cold stress response	Phartiyal *et al.* (2008)
41	A_95_P183277	DW001571	Putrescine *N*-methyltransferase	2.26	Biosynthesis of alkaloid and wound response	Sachan and Falcone (2002)
42	A_95_P155202	FG191506	Transcription initiation factor	2.26	Plant growth, development and abiotic stress tolerance	Singh *et al.* (2013)
43	A_95_P134087	EB435916	APS reductase-like protein	2.23	Plant development and cold stress response	Phartiyal *et al.* (2008)
44	A_95_P145077	EB448622	TRB-like protein	2.22	Telomere formation	Schrumpfová *et al.* (2014)
45	A_95_P164817	EH624155	Receptor-like protein kinase	2.22	Response to abiotic stresses	Ye *et al.* (2017)
46	A_95_P130417	EB430467	PPR-containing protein	2.19	Recovery of fertility	Bentolila *et al.* (2002)
47	A_95_P284013	FG139134	Receptor-like protein kinase	2.19	Response to abiotic stresses	Ye *et al.* (2017)
48	A_95_P258921	X06134	Nitrate reductase	2.19	Stress tolerance and plant growth	Zhang *et al.* (2014)
49	A_95_P131462	FG191106	PPIase-like protein	2.18	Salt stress response	Wang *et al.* (2014*b*)
50	A_95_P023626	AW032686	Chloroplast NAD(P)H dehydrogenase	2.17	Photosynthesis and growth under cold stress	Yamori *et al.* (2011)
51	A_95_P058111	BP134390	PPR-containing protein	2.15	Recovery of fertility	Bentolila *et al.* (2002)
52	A_95_P107022	CV018176	Sodium-coupled neutral amino acid transporter	2.15	Plant growth, development and salt stress response	Ortiz-Lopez *et al.* (2000) Popova *et al.* (2003)
53	A_95_P136752	EB680256	Granule-bound starch synthase	2.14	Amylose synthesis	Seung *et al.* (2015)
54	A_95_P221202	BP128310	GDSL esterase/lipase	2.12	Lipid metabolism, plant development, biotic and abiotic stress responses	Dong *et al.* (2016)
55	A_95_P248432	AM794263	Chloroplast ribosomal protein	2.09	Abiotic stress resistance	Liu *et al.* (2014)
56	A_95_P121002	DW000972	Glycine dehydrogenase	2.09	Photosynthesis and plant growth	Timm *et al.* (2012)
57	A_95_P249287	AF149251	Secretory peroxidase	2.08	Membrane protective function	Lüthje *et al.* (2011)
58	A_95_P134072	HO663864	APS reductase-like protein	2.08	Plant development and cold stress response	Phartiyal *et al.* (2008)
59	A_95_P161877	EH620463	UCH-like protein	2.08	Ubiquitin recycling and protein regulation	Isono and Nagel (2014)
60	A_95_P282903	AM847814	Tropinone reductase homolog	2.03	Biosynthesis of alkaloid	Kushwaha *et al.* (2013)
61	A_95_P315843	FG189231	Cyclin	2.01	Drought stress response	Zhou *et al.* (2013)

The WT and transgenic tobacco plants were grown in the greenhouse for 2 weeks and treated with 200 mM NaCl for 6 h; total RNA was extracted from seedlings to perform gene expression profiling by microarray analysis. Transcripts exhibiting more than 2-fold increase in *CbFAD3*-overexpressing seedlings compared with those of WT controls were considered to show significant changes. 

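The fold column of Table 2 is headed log2, and its values are on the linear scale. They were compared with 2 to the power of the difference between the mean log2 values of L2 and WT in the deposited table. With L2 salt 1 and 2 and WT salt 1 and 2, all values of the column lay within 0.01 of this fold, and the largest difference was 0.00489. L2 salt 1 and 2 lie on slide 3 and WT salt 1 and 2 on slide 2. On these arrays the line and the slide cannot be told apart. With all 6 salt arrays, 0 values lay within 0.01, and the median difference was 0.38 on the log2 scale. Of the 49 ways to take at least 1 array per line, the 6 arrays ranked 25 by closeness to the column.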

Values are means from three independent trials for transgenic and WT plants.

## Discussion

As a consequence of overexpressing a FAD3 gene (Zhang *et al.* 2005; Yu *et al.* 2009; Wang *et al.* 2014*a*), constitutively increased C18:3 content, accompanied by enhanced multiple-stress tolerance (Fig. 4), was observed in *CbFAD3*-transgenic tobacco plants. Furthermore, the high level of C18:3 resulting from *CbFAD3* overexpression in transgenic plants was approximately the same as that induced by drought stress in WT plants (Fig. 6A, B). Likewise, overexpression of *AtFAD7* leads to the same consequence in tobacco plants as low-temperature-induced C18:3 production, and confers low-temperature tolerance in young tobacco leaves (Kodama *et al.* 1995). These results indicate that overexpression of ω-3 FAD genes can constitutively increase C18:3 to the same level as that induced by abiotic stresses and thereby enhance the plant’s stress tolerance.

Previous studies have suggested that the enhanced stress tolerance is due to the modification of membrane fluidity caused by fatty acid desaturation, which prevents stress-induced membrane rigidification/disruption and maintains the structural and functional integrity of cell membranes (Mikami and Murata, 2003; Los and Murata, 2004; Zhang *et al.*, 2005; Upchurch, 2008; Yu, *et al.* 2009). Consistent with previous findings, fatty acid desaturation, in both transgenic and WT plants (Fig. 6A, B), helped the cell membranes to maintain optimal fluidity during abiotic stress (Fig. 6C). However, the distinct stress tolerance between these plants (Fig. 5) appears to weaken the dominant role of the maintenance of membrane fluidity in enhancing stress tolerance. More factors should, thus, be taken into consideration.

As an important shaper of Ca^2+^ signature in response to environmental stimuli, PM Ca^2+^-ATPase, which is primarily regulated at the post-translational level, plays a crucial role in stress signaling and adaptation (Beffagna *et al.*, 2005; Bose *et al.*, 2011; Shabala *et al.*, 2011). Interestingly, the experimental results along with correlation analysis showed that the activity of PM Ca^2+^-ATPase, in both *CbFAD3*-transgenic and WT plants, had a strong positive correlation with fatty acid unsaturation, especially with the level of C18:3, but was not correlated with membrane fluidity (Fig. 6A–C; Table 1). To the best of our knowledge, relevant studies have never been reported in plants, though there are findings reported from human and animal studies confirming that C18 unsaturated fatty acids increase the activity of PM Ca^2+^-ATPase in neutrophils (Hwang *et al.*, 2009), and membrane fluidity has no significant effect on the activity of sarcoplasmic reticulum Ca^2+^-ATPase (Madden *et al.*, 1981). The interpretation of the underlying mechanism is that certain unsaturated fatty acids may help form the active state of some membrane enzymes such as Ca^2+^-ATPase by penetrating into the protein core to displace the native interactions and destabilize the native state (Grossfield *et al.*, 2006; Hwang *et al.*, 2009).

Although the C18:3-induced activation of PM Ca^2+^-ATPase was found in both transgenic and WT plants (Fig. 6A, D; Table 1), the distinct stress tolerance between them suggests that the enhanced tolerance of transgenic plants might be associated with the sustained activation of PM Ca^2+^-ATPase induced by the constitutive accumulation of C18:3. Indeed, this assumption is strongly supported by a recent finding that overexpressing a PM Ca^2+^-ATPase gene (*OsACA6*) in tobacco plants, which is analogous to providing a sustained activation of PM Ca^2+^-ATPase in the whole plant, enhances the tolerance of plants to drought, salt, and cold stresses (Huda *et al.*, 2013*a*, 2014). As for the enhanced multiple-stress tolerance, Huda *et al.* (2013*a*) speculated that overexpression of *OsACA6* might enhance Ca^2+^ efflux and shape the [Ca^2+^]_cyt_ spike, thereby regulating the signaling mechanisms that promote ROS scavenging and the expression of stress-responsive genes. In our experiments, the enhanced Ca^2+^ efflux (Fig. 7A, B) and the lowered [Ca^2+^]_cyt_ elevation (Fig. 7C, D) resulting from the sustained activation of PM Ca^2+^-ATPase (Fig. 6D) were observed in *CbFAD3*-transgenic plants during the early stage of abiotic stresses. This confirms Huda’s speculation (Huda *et al.*, 2013*a*) along with the enhanced ROS scavenging (Fig. 8) and the increased expression of stress-responsive genes (Table 2). More importantly, all these results provide strong evidence for our assumption that the C18:3-induced sustained activation of PM Ca^2+^-ATPase, which regulated the stress-induced Ca^2+^ signaling through enhancing Ca^2+^ efflux and shaping of the [Ca^2+^]_cyt_ spike, is required for the multiple-stress tolerance of *CbFAD3*-overexpressing plants.

It is known that stress-induced [Ca^2+^]_cyt_ elevations vary in magnitude, frequency, and shape depending on the type and severity of stress and thus create a unique stress-specific Ca^2+^ signature that is subsequently decoded by signal transduction networks (Bose *et al.*, 2011). Given that the stress-induced [Ca^2+^]_cyt_ spikes in *CbFAD3*-transgenic plants were changed in magnitude and shape compared with those in WT controls (Fig. 7C, D), it is reasonable to assume that a proper regulation of the stress-specific Ca^2+^ signature might enhance plant stress tolerance through triggering distinct downstream responses. Although the exact criteria for the regulation are not clear, it needs at least to control the stress-induced [Ca^2+^]_cyt_ elevation within non-toxic levels (Dodd *et al.*, 2010; Huda *et al.*, 2013*a*), and retain the signaling role of the elevation (Case *et al.*, 2007; Huda *et al.*, 2013*b*).

Considering the cytotoxicity of the excess ROS resulting from the environmental stimulus, plant stress tolerance is often attributed to the enhanced ROS-scavenging ability (Gill and Tuteja, 2010; Huda *et al.*, 2013*a*). Wang *et al.* (2014*a*) found that overexpression of *LeFAD3* in tomato could enhance antioxidant enzyme activities and then salt stress tolerance. Similar phenomena (Figs 4, 8) were also found in *CbFAD3*-overexpressing tobacco plants. Correlation analysis showed that the antioxidant enzyme activities, especially the SOD activity, had a certain degree of positive correlation with the level of C18:3 and DBI (Table 1). A more than 2-fold increase in SOD mRNA was detected in transgenic plants compared with WT controls (Table 2; Supplementary Fig. S2), suggesting the existence of transcriptional or post-transcriptional regulation of SOD. 

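The SOD probe of Table 2 is number 39 (A_95_P018051, DV160720). Its log2 value under salt stress was −4.96 ± 0.43 (SD, n = 3) in WT, where 2 arrays were well above background, and −4.11 ± 0.25 (SD, n = 3) in L2, where 1 array was. The difference was 1.80-fold (log2 0.85, standard error 0.495, adjusted p = 0.899 from limma; 0.140 adjusted over the list alone), and all L2 arrays were above all WT arrays. The log2 difference was 0.44 with the slide as a block and 1.18 in samples 1 and 2 of each line. The paper's qRT-PCR of SOD was not analysed here.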

Given that PM Ca^2+^-ATPase, which could be activated by C18:3 accumulation (Fig.6A, D; Table 1), is an important regulator in switching off the signal triggering ROS production (Beffagna *et al.*, 2005; Shabala *et al.*, 2011; Huda *et al.*, 2013*a*), at least a partial contribution of the PM Ca^2+^-ATPase to the activation of antioxidant enzymes cannot be ruled out. Additionally, because C18:3 plays a role in plant tolerance by serving as a sink of ROS (Mène-Saffrané *et al.*, 2009), *CbFAD3*-transgenic plants with the constitutive accumulation of C18:3 might possess more non-enzymatic antioxidant ability to counter the oxidative burst during the early stress response. It has been suggested that cross-tolerance, the enhanced ability of a plant to tolerate multiple stresses, results partly from the overlap between the ROS signaling mechanisms (Perez and Brown, 2014). Therefore, the multiple-stress tolerance of *CbFAD3*-overexpressing plants was associated with enzymatic and non-enzymatic ROS management brought about by the constitutively increased C18:3 content as well as by the sustained activation of PM Ca^2+^-ATPase.

A recent study confirmed that exogenous C18:3 can modulate the expression of stress-responsive genes, especially mediated by ROS (Mata-Pérez *et al.*, 2015). This prompts speculation that the constitutive accumulation of C18:3 may also affect the increased expression of stress-responsive genes in *CbFAD3*-overexpressing plants (Table 2). 

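The cytochrome c oxidase probe, number 1 of Table 2 (A_95_P204097, EH618725), was not well above background on any WT salt array, with a log2 value of −7.14 ± 0.65 (SD, n = 3). In L2 under salt stress its log2 value was −4.08 ± 1.81 (SD, n = 3), with −2.73 and −3.38 on L2 salt 1 and 2, where it was well above background, and −6.14 on L2 salt 3, where it was not. The signal was at least 1.77-fold higher in L2 than in WT, and the probe did not pass the filter for the test. The first 11 probes of Table 2, which include this one, were well above background on L2 salt 1 and 2, and on 0 of the other salt arrays. The bounds of their signal had a range of 1.25–2.48-fold. Where they were not well above background, several of these probes had nearly the same value on an array. On WT salt 1, numbers 1, 3 and 8 were at −7.54, −7.56 and −7.56. A mean and SD of such values describe the low end of the arrays' signal and not the probe. Numbers 1–14 lie in rows 284–301 and columns 1–5 of an array of 532 rows and 85 columns. The block holds 72 other probes, of which 72 were well above background on L2 salt 1, 70 on L2 salt 2 and 40–52 on each of the other arrays. The local floor of the raw signal was taken as the 10th percentile over the spots within 7 rows and 2 columns, on the log2 scale relative to the median of the array. At the first 11 probes, its median was 1.25 on L2 salt 1, 1.13 on L2 salt 2 and at most 0.28 on any other array, so the bounds hold for the signal and not for expression.

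**Figure D1:**
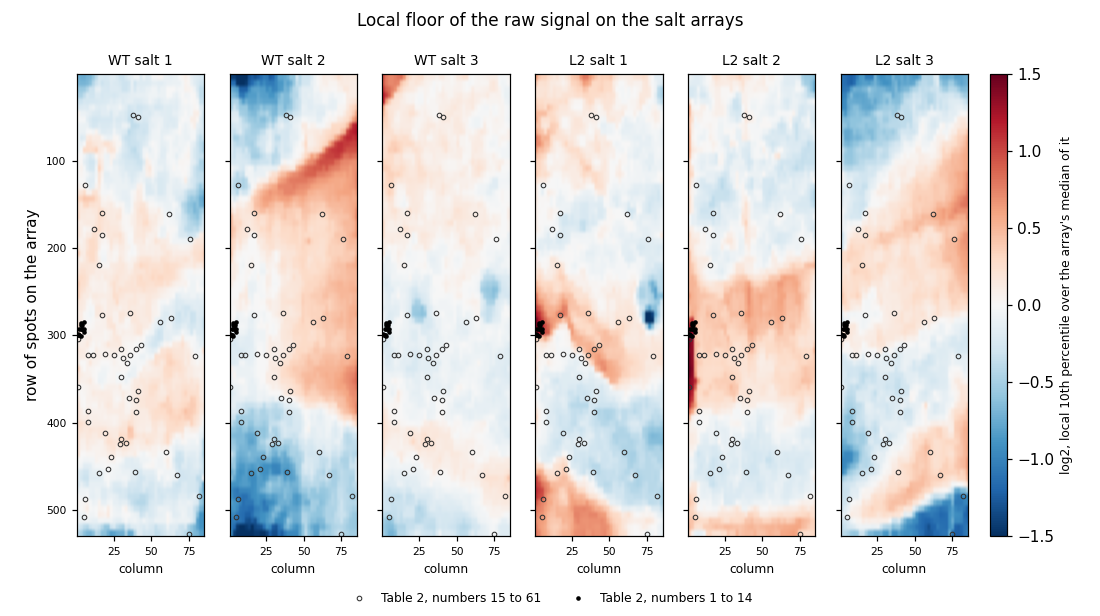
Local floor of the raw signal (log2, colour scale) at each row and column of the 6 salt arrays, with the spots of Table 2 numbers 1–14 as dots and of the other numbers as circles. The dots lie at the left edge, where the floor is raised on L2 salt 1 and 2, and other raised and lowered areas lie elsewhere on the arrays.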

Microarray analysis showed that the highest increased expression (15.02-fold) belonged to the gene for cytochrome *c* oxidase, a respiration- and ROS-related protein, which is controlled by the C18:1 and C18:3 content of membranes, and has a critical role in chilling and salt tolerance (De Santis *et al.*, 1999; Yan *et al.*, 2005). Among the other genes, the genes for protein kinases, ROS-responsive proteins, transcription factors, signaling proteins, disease resistance proteins, chromatin remodeling proteins, and DNA methylation proteins, which are induced by Ca^2+^ or ROS signaling and in turn affect the signal pathway and gene expression, play a key role in stress tolerance (Moscatiello *et al.*, 2006; Xu *et al.*, 2009; Kim *et al.*, 2010; Zhang *et al.*, 2012; Aghaei and Komatsu, 2013; Sahu *et al.*, 2013; Perez and Brown, 2014; Yang *et al.*, 2014; Cao *et al.*, 2015). Moreover, nitrogen/sulfur metabolism-related proteins and alkaloid biosynthesis-related proteins are confirmed to participate in the stress response for generating diverse physiologically active substances (Sachan and Falcone, 2002; Wang *et al.*, 2005; Phartiyal *et al.*, 2008; Aghaei and Komatsu, 2013), and the increased expression of their genes was detected. 

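Among the nitrogen and sulfur metabolism genes of Table 2, 6 probes are annotated as APS reductase-like, numbers 16, 17, 22, 40, 43 and 58. Number 16 (A_95_P170234, EH664856) had a log2 value of −3.08 ± 0.49 (SD, n = 3) in WT and −2.02 ± 0.96 (SD, n = 3) in L2 under salt stress, a difference of 1.05 (standard error 0.476, adjusted p = 0.856 from limma). Number 17 (A_95_P259371, FG171287) differed by 1.15 (standard error 0.427, adjusted p = 0.803 from limma) and number 22 (A_95_P000116, FG157904) by 1.05 (standard error 0.411, adjusted p = 0.807 from limma). For these 3 probes the L2 and WT arrays overlapped. For numbers 40, 43 and 58, all L2 arrays were above all WT arrays, with log2 differences of 0.89, 0.84 and 0.74. The lowest adjusted p of the 6 probes over the list alone was 0.0637 by limma. With array weights, the p adjusted over all probes was 0.0370, 0.0311, 0.0354, 0.0444, 0.0403 and 0.0369 by limma for the probes in the order of the table. In that setting each was counted as changed. It gave L2 salt 2 a weight of 2.67, against 0.453 for L2 salt 1 and 0.398 for L2 salt 3. For each of the 6 probes, L2 salt 2 was the highest of the L2 salt arrays. The highest adjusted p of the 6 probes by limma was 0.955 in the other settings and 1.00 with an array left out. Without L2 salt 3 the log2 difference of number 16 was 1.57, and without L2 salt 2 it was 0.64.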

Notably, the increased transcript accumulation of cell wall/membrane-related proteins and photosynthesis-related proteins provides a rational explanation for maintaining membrane and photosynthetic status in transgenic plants under abiotic stresses (Fig. 5). Also, the data showed an increased mRNA level of cell cycle-related proteins, which can regulate the drought stress response by inhibiting ROS accumulation (Zhou *et al.*, 2013). These results demonstrate that the multiple-stress tolerance of *CbFAD3*-overexpressing plants was related to the increased expression of stress-responsive genes, most of which not only are coordinated with one other, but are affected by C18:3 or the C18:3-induced regulation of Ca^2+^ and ROS.

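Table 2 does not state which genes are plastid-encoded, and 4 of its probes were taken here as such. Number 55 (A_95_P248432, AM794263), annotated as a chloroplast ribosomal protein, was not among them. Its L2 and WT salt arrays overlapped, with a log2 difference of 0.97. The Ycf3 probe, number 20 (A_95_P047176, BP131588), had a log2 value of −0.70 ± 0.24 (SD, n = 3) in WT and 0.80 ± 0.31 (SD, n = 3) in L2 under salt stress, a 2.83-fold difference (adjusted p = 0.522 from limma). The Ycf2 probe, number 27 (A_95_P083300, BP528727), was at −2.68 ± 0.10 (SD, n = 3) in WT and −1.45 ± 0.29 (SD, n = 3) in L2, a 2.34-fold difference (adjusted p = 0.522 from limma). The maturase K probe, number 33 (A_95_P035398, BP128462), was at −0.74 ± 0.17 (SD, n = 3) in WT and 0.55 ± 0.25 (SD, n = 3) in L2, a 2.45-fold difference (adjusted p = 0.381 from limma). The chloroplast NAD(P)H dehydrogenase probe, number 50 (A_95_P023626, AW032686), was at −1.82 ± 0.11 (SD, n = 3) in WT and −0.65 ± 0.25 (SD, n = 3) in L2, a 2.24-fold difference (adjusted p = 0.378 from limma). All L2 arrays were above all WT arrays for these probes, which were well above background on every salt array. The local floor of the raw signal at number 27 was lowered on WT salt 2, at −1.08 (log2, relative to the median of the array), and with that spot left out, a setting chosen after seeing the data, its log2 difference was 1.27. Between L2 salt 3 and WT salt 3, the log2 differences were 1.20, 0.99, 1.28 and 1.26 in the order of the table. Adjusted over the list alone, the limma p was 0.0132, 0.0132, 0.00502 and 0.00498. Array weights gave L2 salt 2 a weight of 2.67, against 0.453 for L2 salt 1 and 0.398 for L2 salt 3. With array weights, the p adjusted over all probes was 0.0298, 0.0124, 0.0265 and 0.0384 by limma, and the highest was 0.652 in the other settings and 1.00 with an array left out.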

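The cyclin probe of Table 2 is number 61 (A_95_P315843, FG189231). It was well above background on 1 WT salt array and on 0 L2 salt arrays, with log2 values of −5.27 ± 0.61 (SD, n = 3) and −4.93 ± 0.56 (SD, n = 3), and no fold is given. The fitted log2 difference was 0.33, and −0.36 with the slide as a block.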

In conclusion, *CbFAD3* is a *C. bungeana* ω-3 FAD gene involved in stress adaptation. Overexpression of *CbFAD3* in tobacco enhanced multiple-stress tolerance through C18:3-induced integrated regulation, including membrane stabilization, [Ca^2+^]_cyt_ modification, ROS management, and the increased expression of stress-responsive genes (Fig. 9). These results reveal a comprehensive mechanism for the involvement of *CbFAD3* in response to environmental stresses and should provide a potential target for crop improvement.

**Fig. 9.**
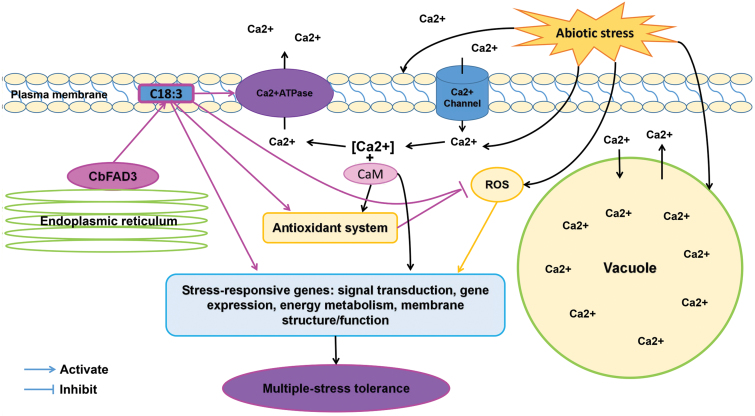
Hypothetical model for the role of *CbFAD3* in plant stress adaptation. Abiotic stress causes an increase in [Ca^2+^]_cyt_ and ROS. Overexpression of *CbFAD3* constitutively increases the level of C18:3, which maintains membrane fluidity, and alters the stress-induced Ca^2+^ signaling through sustainably activating PM Ca^2+^-ATPase. The constitutively increased C18:3 along with the changed [Ca^2+^]_cyt_ also switches off ROS production by activating the antioxidant defense system, and then increases the expression of various stress-responsive genes, resulting in stress responses. Overall, the *CbFAD3*-triggered integrated regulation of membrane, Ca^2+^, ROS, and stress-responsive genes contributes to plant multiple-stress tolerance.

## Supplementary data

Supplementary data are available at *JXB* online.

Fig. S1. Molecular analysis of *CbFAD3*-overexpressing tobacco plants.

Fig. S2. qPCR analysis for the increased expression of six genes in *CbFAD3*-overexpressing tobacco plants under salt treatment.

Table S1. Information for primers used for gene cloning and vector construction.

Table S2. The accession number of ω-3 FADs included in alignment.

Table S3. Information for primers used for qRT-PCR.

Table S4. Fatty acid composition of *S. cerevesiae* cells overexpressing *CbFAD3* grown at 20 °C.

Supplementary figures and Tables Click here for additional data file.

## References

[CIT0001] AghaeiK, KomatsuS 2013 Crop and medicinal plants proteomics in response to salt stress. Frontiers in Plant Science4, 8.2338685710.3389/fpls.2013.00008PMC3560237

[CIT0002] AmbrosoneA, BatelliG, NurcatoRet al 2015 The Arabidopsis RNA-binding protein AtRGGA regulates tolerance to salt and drought stress. Plant Physiology168, 292–306.2578341310.1104/pp.114.255802PMC4424017

[CIT0003] AnSH, SohnKH, ChoiHWet al 2008 Pepper pectin methylesterase inhibitor protein CaPMEI1 is required for antifungal activity, basal disease resistance and abiotic stress tolerance. Planta228, 61–78.1832760710.1007/s00425-008-0719-zPMC2413075

[CIT0004] BaxterA, MittlerR, SuzukiN 2014 ROS as key players in plant stress signalling. Journal of Experimental Botany65, 1229–1240.2425319710.1093/jxb/ert375

[CIT0005] BeffagnaN, BuffoliB, BusiC 2005 Modulation of reactive oxygen species production during osmotic stress in *Arabidopsis thaliana* cultured cells: involvement of the plasma membrane Ca^2+^-ATPase and H^+^-ATPase. Plant & Cell Physiology46, 1326–1339.1593732610.1093/pcp/pci142

[CIT0006] Belchí-NavarroS, AlmagroL, Sabater-JaraAB, Fernández-PérezF, BruR, PedreñoMA 2013 Induction of *trans*-resveratrol and extracellular pathogenesis-related proteins in elicited suspension cultured cells of *Vitis vinifera* cv Monastrell. Journal of Plant Physiology170, 258–264.2312736210.1016/j.jplph.2012.10.003

[CIT0007] BentolilaS, AlfonsoAA, HansonMR 2002 A pentatricopeptide repeat-containing gene restores fertility to cytoplasmic male-sterile plants. Proceedings of the National Academy of Sciences, USA99, 10887–10892.10.1073/pnas.102301599PMC12506812136123

[CIT0008] BerberichT, HaradaM, SugawaraK, KodamaH, IbaK, KusanoT 1998 Two maize genes encoding ω-3 fatty acid desaturase and their differential expression to temperature. Plant Molecular Biology36, 297–306.948444110.1023/a:1005993408270

[CIT0009] BoseJ, PottosinII, ShabalaSS, PalmgrenMG, ShabalaS 2011 Calcium efflux systems in stress signaling and adaptation in plants. Frontiers in Plant Science2, 85.2263961510.3389/fpls.2011.00085PMC3355617

[CIT0010] BradfordMM 1976 A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. Analytical Biochemistry72, 248–254.94205110.1016/0003-2697(76)90527-3

[CIT0011] CaoYR, ChenHW, LiZG, TaoJJ, MaB, ZhangWK, ChenSY, ZhangJS 2015 Tobacco ankyrin protein NEIP2 interacts with ethylene receptor NTHK1 and regulates plant growth and stress responses. Plant & Cell Physiology56, 803–818.2563496110.1093/pcp/pcv009

[CIT0012] CaseRM, EisnerD, GurneyA, JonesO, MuallemS, VerkhratskyA 2007 Evolution of calcium homeostasis: from birth of the first cell to an omnipresent signalling system. Cell Calcium42, 345–350.1757467010.1016/j.ceca.2007.05.001

[CIT0013] ChenC, SunX, DuanmuHet al 2015 *GsCML27*, a gene encoding a calcium-binding Ef-hand protein from *Glycine soja*, plays differential roles in plant responses to bicarbonate, salt and osmotic stresses. PLoS One10, 141888.10.1371/journal.pone.0141888PMC463836026550992

[CIT0014] De Santis A, LandiP, GenchiG 1999 Changes of mitochondrial properties in maize seedlings associated with selection for germination at low temperature. Fatty acid composition, cytochrome *c* oxidase, and adenine nucleotide translocase activities. Plant Physiology119, 743–754.995247110.1104/pp.119.2.743PMC32152

[CIT0015] DiC, LiM, LongF, BaiM, LiuY, ZhengX, XuS, XiangY, SunZ, AnL 2009 Molecular cloning, functional analysis and localization of a novel gene encoding polygalacturonase-inhibiting protein in *Chorispora bungeana*. Planta231, 169–178.1988567510.1007/s00425-009-1039-7

[CIT0016] DoddAN, KudlaJ, SandersD 2010 The language of calcium signaling. Annual Review of Plant Biology61, 593–620.10.1146/annurev-arplant-070109-10462820192754

[CIT0017] DongX, YiH, HanCT, NouIS, HurY 2016 GDSL esterase/lipase genes in *Brassica rapa* L.: genome-wide identification and expression analysis. Molecular Genetics and Genomics291, 531–542.2642306910.1007/s00438-015-1123-6

[CIT0018] DyerJM, ChapitalDC, CaryJW, PeppermanAB 2001 Chilling-sensitive, post-transcriptional regulation of a plant fatty acid desaturase expressed in yeast. Biochemical and Biophysical Research Communications282, 1019–1025.1135265410.1006/bbrc.2001.4667

[CIT0019] FuXY, ChangJF, AnLZet al 2006 Association of the cold-hardiness of *Chorispora bungeana* with the distribution and accumulation of calcium in the cells and tissues. Environmental and Experimental Botany55, 282–293.

[CIT0020] GangadharBH, SajeeshK, VenkateshJet al 2016 Enhanced tolerance of transgenic potato plants over-expressing non-specific lipid transfer protein-1 (StnsLTP1) against multiple abiotic stresses. Frontiers in Plant Science7, 1228.2759785410.3389/fpls.2016.01228PMC4993012

[CIT0021] GarcésR, ManchaM 1993 One-step lipid extraction and fatty acid methyl esters preparation from fresh plant tissues. Analytical Biochemistry211, 139–143.832302510.1006/abio.1993.1244

[CIT0022] GhoshR, ChoiB, ChoBK, LimHS, ParkSU, BaeHJ, NatarajanS, BaeH 2014 Characterization of developmental- and stress-mediated expression of cinnamoyl-CoA reductase in kenaf (*Hibiscus cannabinus* L.). The Scientific World Journal2014, 601845.2472381610.1155/2014/601845PMC3958759

[CIT0023] GiacomettiS, MarranoCA, BonzaMC, LuoniL, LimontaM, De MichelisMI 2012 Phosphorylation of serine residues in the N-terminus modulates the activity of ACA8, a plasma membrane Ca^2+^-ATPase of *Arabidopsis thaliana*. Journal of Experimental Botany63, 1215–1224.2209043810.1093/jxb/err346PMC3276087

[CIT0024] GillSS, TutejaN 2010 Reactive oxygen species and antioxidant machinery in abiotic stress tolerance in crop plants. Plant Physiology and Biochemistry48, 909–930.2087041610.1016/j.plaphy.2010.08.016

[CIT0025] GrossfieldA, FellerSE, PitmanMC 2006 A role for direct interactions in the modulation of rhodopsin by ω-3 polyunsaturated lipids. Proceedings of the National Academy of Sciences, USA103, 4888–4893.10.1073/pnas.0508352103PMC145876516547139

[CIT0026] HarutaM, SussmanMR 2012 The effect of a genetically reduced plasma membrane protonmotive force on vegetative growth of Arabidopsis. Plant Physiology158, 1158–1171.2221481710.1104/pp.111.189167PMC3291248

[CIT0027] HorschRB 1985 A simple and general method for transferring genes into plants. Science227, 1229–1231.1775786610.1126/science.227.4691.1229

[CIT0028] HorvathA, RiezmanH 1994 Rapid protein extraction from *Saccharomyces cerevisiae*. Yeast10, 1305–1310.790041910.1002/yea.320101007

[CIT0029] HowarthJR, ParmarS, BarracloughPB, HawkesfordMJ 2009 A sulphur deficiency-induced gene, *sdi1*, involved in the utilization of stored sulphate pools under sulphur-limiting conditions has potential as a diagnostic indicator of sulphur nutritional status. Plant Biotechnology Journal7, 200–209.1915423110.1111/j.1467-7652.2008.00391.x

[CIT0030] HudaKM, BanuMS, GargB, TulaS, TutejaR, TutejaN 2013*a* OsACA6, a P-type IIB Ca²⁺ATPase promotes salinity and drought stress tolerance in tobacco by ROS scavenging and enhancing the expression of stress-responsive genes. The Plant Journal76, 997–1015.2412829610.1111/tpj.12352

[CIT0031] HudaKM, BanuMS, YadavSet al 2014 Salinity and drought tolerant OsACA6 enhances cold tolerance in transgenic tobacco by interacting with stress-inducible proteins. Plant Physiology and Biochemistry82, 229–238.2499288910.1016/j.plaphy.2014.06.007

[CIT0032] HudaKM, YadavS, Akhter BanuMS, TrivediDK, TutejaN 2013*b* Genome-wide analysis of plant-type II Ca^2+^ATPases gene family from rice and Arabidopsis: potential role in abiotic stresses. Plant Physiology and Biochemistry65, 32–47.2341649410.1016/j.plaphy.2013.01.002

[CIT0033] HwangTL, SuYC, ChangHL, LeuYL, ChungPJ, KuoLM, ChangYJ 2009 Suppression of superoxide anion and elastase release by C18 unsaturated fatty acids in human neutrophils. Journal of Lipid Research50, 1395–1408.1929518410.1194/jlr.M800574-JLR200PMC2694338

[CIT0034] ImYJ, HanO, ChungGC, ChoBH 2002 Antisense expression of an Arabidopsis omega-3 fatty acid desaturase gene reduces salt/drought tolerance in transgenic tobacco plants. Molecules and Cells13, 264–271.12018849

[CIT0035] IsonoE, NagelMK 2014 Deubiquitylating enzymes and their emerging role in plant biology. Frontiers in Plant Science5, 56.2460046610.3389/fpls.2014.00056PMC3928566

[CIT0036] KimJM, ToTK, NishiokaT, SekiM 2010 Chromatin regulation functions in plant abiotic stress responses. Plant, Cell & Environment33, 604–611.10.1111/j.1365-3040.2009.02076.x19930132

[CIT0037] KodamaH, AkagiH, KusumiK, FujimuraT, IbaK 1997 Structure, chromosomal location and expression of a rice gene encoding the microsome ω-3 fatty acid desaturase. Plant Molecular Biology33, 493–502.904926910.1023/a:1005726210977

[CIT0038] KodamaH, HoriguchiG, NishiuchiT, NishimuraM, IbaK 1995 Fatty acid desaturation during chilling acclimation is one of the factors involved in conferring low-temperature tolerance to young tobacco leaves. Plant Physiology107, 1177–1185.1222842410.1104/pp.107.4.1177PMC157250

[CIT0039] KumarR, TranLS, NeelakandanAK, NguyenHT 2012 Higher plant cytochrome b5 polypeptides modulate fatty acid desaturation. PLoS One7, 31370.10.1371/journal.pone.0031370PMC328561922384013

[CIT0040] KushwahaAK, SangwanNS, TrivediPK, NegiAS, MisraL, SangwanRS 2013 Tropine forming tropinone reductase gene from *Withania somnifera* (Ashwagandha): biochemical characteristics of the recombinant enzyme and novel physiological overtones of tissue-wide gene expression patterns. PLoS One8, e74777.2408637210.1371/journal.pone.0074777PMC3783447

[CIT0041] LatijnhouwersM, GillespieT, BoevinkP, KriechbaumerV, HawesC, CarvalhoCM 2007 Localization and domain characterization of Arabidopsis golgin candidates. Journal of Experimental Botany58, 4373–4386.1818243910.1093/jxb/erm304

[CIT0042] LiH, WangY, JiangJ, LiuG, GaoC, YangC 2009 Identification of genes responsive to salt stress on *Tamarix hispida* roots. Gene433, 65–71.1914693110.1016/j.gene.2008.12.007

[CIT0043] LiS, GuY, YanA, LordE, YangZB 2008 RIP1 (ROP Interactive Partner 1)/ICR1 marks pollen germination sites and may act in the ROP1 pathway in the control of polarized pollen growth. Molecular Plant1, 1021–1035.1982560010.1093/mp/ssn051PMC9345201

[CIT0044] LiuXD, XieL, WeiY, ZhouX, JiaB, LiuJ, ZhangS 2014 Abiotic stress resistance, a novel moonlighting function of ribosomal protein RPL44 in the halophilic fungus *Aspergillus glaucus*. Applied and Environmental Microbiology80, 4294–4300.2481478210.1128/AEM.00292-14PMC4068663

[CIT0045] LosDA, MurataN 1998 Structure and expression of fatty acid desaturases. Biochimica et Biophysica Acta1394, 3–15.976707710.1016/s0005-2760(98)00091-5

[CIT0046] LosDA, MurataN 2004 Membrane fluidity and its roles in the perception of environmental signals. Biochimica et Biophysica Acta-Biomembranes1666, 142–157.10.1016/j.bbamem.2004.08.00215519313

[CIT0047] LoutreC, WickerT, TravellaSet al 2009 Two different CC-NBS-LRR genes are required for *Lr10*-mediated leaf rust resistance in tetraploid and hexaploid wheat. The Plant Journal60, 1043–1054.1976957610.1111/j.1365-313X.2009.04024.x

[CIT0048] LüthjeS, MeisrimlerCN, HopffD, MöllerB 2011 Phylogeny, topology, structure and functions of membrane-bound class III peroxidases in vascular plants. Phytochemistry72, 1124–1135.2121180810.1016/j.phytochem.2010.11.023

[CIT0049] MaddenTD, KingMD, QuinnPJ 1981 The modulation of Ca^2+^-ATPase activity of sarcoplasmic reticulum by membrane cholesterol. The effect of enzyme coupling. Biochimica et Biophysica Acta641, 265–269.645216610.1016/0005-2736(81)90590-3

[CIT0050] Mata-PérezC, Sánchez-CalvoB, Begara-MoralesJCet al 2015 Transcriptomic profiling of linolenic acid-responsive genes in ROS signaling from RNA-seq data in Arabidopsis. Frontiers in Plant Science6, 122.2585269810.3389/fpls.2015.00122PMC4362301

[CIT0051] Mène-SaffranéL, DubugnonL, ChételatA, StolzS, Gouhier-DarimontC, FarmerEE 2009 Nonenzymatic oxidation of trienoic fatty acids contributes to reactive oxygen species management in Arabidopsis. The Journal of Biological Chemistry284, 1702–1708.1899683810.1074/jbc.M807114200

[CIT0052] MiaoBH, HanXG, ZhangWH 2010 The ameliorative effect of silicon on soybean seedlings grown in potassium-deficient medium. Annals of Botany105, 967–973.2033895210.1093/aob/mcq063PMC2876006

[CIT0053] MikamiK, MurataN 2003 Membrane fluidity and the perception of environmental signals in cyanobacteria and plants. Progress in Lipid Research42, 527–543.1455907010.1016/s0163-7827(03)00036-5

[CIT0054] MoscatielloR, MarianiP, SandersD, MaathuisFJ 2006 Transcriptional analysis of calcium-dependent and calcium-independent signalling pathways induced by oligogalacturonides. Journal of Experimental Botany57, 2847–2865.1686804610.1093/jxb/erl043

[CIT0055] MucheroW, EhlersJD, RobertsPA 2010 Restriction site polymorphism-based candidate gene mapping for seedling drought tolerance in cowpea [*Vigna unguiculata* (L.) Walp.]. Theoretical and Applied Genetics120, 509–518.1983465510.1007/s00122-009-1171-6PMC2807941

[CIT0056] MykytczukNCS, TrevorsbJT, LeducaLG, FerronicGD 2007 Fluorescence polarization in studies of bacterial cytoplasmic membrane fluidity under environmental stress. Progress in Biophysics and Molecular Biology95, 60–82.1762864310.1016/j.pbiomolbio.2007.05.001

[CIT0057] PalmgrenMG 2001 Plant plasma membrane H^+^-ATPases: powerhouses for nutrient uptake. Annual Review of Plant Physiology and Plant Molecular Biology52, 817–845.10.1146/annurev.arplant.52.1.81711337417

[CIT0058] PalusaSG, GolovkinM, ShinSB, RichardsonDN, ReddyAS 2007 Organ-specific, developmental, hormonal and stress regulation of expression of putative pectate lyase genes in Arabidopsis. New Phytologist174, 537–550.1744791010.1111/j.1469-8137.2007.02033.x

[CIT0059] PerezIB, BrownPJ 2014 The role of ROS signaling in cross-tolerance: from model to crop. Frontiers in Plant Science5, 754.2556631310.3389/fpls.2014.00754PMC4274871

[CIT0060] PfafflMW 2001 A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Research29, e45.1132888610.1093/nar/29.9.e45PMC55695

[CIT0061] PhartiyalP, KimWS, CahoonRE, JezJM, KrishnanHB 2008 The role of 5′-adenylylsulfate reductase in the sulfur assimilation pathway of soybean: molecular cloning, kinetic characterization, and gene expression. Phytochemistry69, 356–364.1776120110.1016/j.phytochem.2007.07.013

[CIT0062] PopovaOV, DietzKJ, GolldackD 2003 Salt-dependent expression of a nitrate transporter and two amino acid transporter genes in *Mesembryanthemum crystallinum*. Plant Molecular Biology52, 569–578.1295652710.1023/a:1024802101057

[CIT0063] Ortiz-LopezA, ChangH, BushDR 2000 Amino acid transporters in plants. Biochimica et Biophysica Acta1465, 275–280.1074826010.1016/s0005-2736(00)00144-9

[CIT0064] QuT, LiuR, WangW, AnL, ChenT, LiuG, ZhaoZ 2011 Brassinosteroids regulate pectin methylesterase activity and AtPME41 expression in Arabidopsis under chilling stress. Cryobiology63, 111–117.2181997610.1016/j.cryobiol.2011.07.003

[CIT0065] RománÁ, AndreuV, HernándezML, LagunasB, PicorelR, Martínez-RivasJM, AlfonsoM 2012 Contribution of the different omega-3 fatty acid desaturase genes to the cold response in soybean. Journal of Experimental Botany63, 4973–4982.2286590910.1093/jxb/ers174PMC3427996

[CIT0066] RománÁ, HernándezML, Soria-GarcíaÁ, López-GomollónS, LagunasB, PicorelR, Martínez-RivasJM, AlfonsoM 2015 Non-redundant contribution of the plastidial FAD8 ω-3 desaturase to glycerolipid unsaturation at different temperatures in Arabidopsis. Molecular Plant8, 1599–1611.2607960110.1016/j.molp.2015.06.004

[CIT0067] RuanXM, LuoF, LiDD, ZhangJ, LiuZH, XuWL, HuangGQ, LiXB 2011 Cotton BCP genes encoding putative blue copper-binding proteins are functionally expressed in fiber development and involved in response to high-salinity and heavy metal stresses. Physiologia Plantarum141, 71–83.2102910710.1111/j.1399-3054.2010.01420.x

[CIT0068] RutschowHL, BaskinTI, KramerEM 2014 The carrier AUXIN RESISTANT (AUX1) dominates auxin flux into Arabidopsis protoplasts. New Phytologist204, 536–544.2503949210.1111/nph.12933

[CIT0069] SachanN, FalconeDL 2002 Wound-induced gene expression of putrescine *N*-methyltransferase in leaves of *Nicotiana tabacum*. Phytochemistry61, 797–805.1245357210.1016/s0031-9422(02)00427-2

[CIT0070] SahuPP, PandeyG, SharmaN, PuranikS, MuthamilarasanM, PrasadM 2013 Epigenetic mechanisms of plant stress responses and adaptation. Plant Cell Reports32, 1151–1159.2371975710.1007/s00299-013-1462-x

[CIT0071] SchmidtGW, DelaneySK 2010 Stable internal reference genes for normalization of real-time RT-PCR in tobacco (*Nicotiana tabacum*) during development and abiotic stress. Molecular Genetics and Genomics283, 233–241.2009899810.1007/s00438-010-0511-1

[CIT0072] SchrumpfováPP, VychodilováI, DvořáčkováM, MajerskáJ, DokládalL, SchořováS, FajkusJ 2014 Telomere repeat binding proteins are functional components of Arabidopsis telomeres and interact with telomerase. The Plant Journal77, 770–781.2439787410.1111/tpj.12428PMC4282523

[CIT0073] SedbrookJC, CarrollKL, HungKF, MassonPH, SomervilleCR 2002 The Arabidopsis *SKU5* gene encodes an extracellular glycosyl phosphatidylinositol-anchored glycoprotein involved in directional root growth. The Plant Cell14, 1635–1648.1211938010.1105/tpc.002360PMC150712

[CIT0074] Senthil-KumarM, HemaR, SuryachandraTR, RamegowdaHV, GopalakrishnaR, RamaN, UdayakumarM, MysoreKS 2010 Functional characterization of three water deficit stress-induced genes in tobacco and Arabidopsis: an approach based on gene down regulation. Plant Physiology and Biochemistry48, 35–44.1981192610.1016/j.plaphy.2009.09.005

[CIT0075] SeungD, SoykS, CoiroM, MaierBA, EickeS, ZeemanSC 2015 PROTEIN TARGETING TO STARCH is required for localising GRANULE-BOUND STARCH SYNTHASE to starch granules and for normal amylose synthesis in Arabidopsis. PLoS Biology13, e1002080.2571050110.1371/journal.pbio.1002080PMC4339375

[CIT0076] ShabalaS, BaekgaardL, ShabalaL, FuglsangA, BabourinaO, PalmgrenMG, CuinTA, RengelZ, NemchinovLG 2011 Plasma membrane Ca²^+^ transporters mediate virus-induced acquired resistance to oxidative stress. Plant, Cell & Environment34, 406–417.10.1111/j.1365-3040.2010.02251.x21062316

[CIT0077] ShiY, AnL, ZhangM, HuangC, ZhangH, XuS 2008 Regulation of the plasma membrane during exposure to low temperatures in suspension-cultured cells from a cryophyte (*Chorispora bungeana*). Protoplasma232, 173–181.1842154710.1007/s00709-008-0291-1

[CIT0078] ShinK, LeeS, SongWYet al 2015 Genetic identification of ACC-RESISTANT2 reveals involvement of LYSINE HISTIDINE TRANSPORTER1 in the uptake of 1-aminocyclopropane-1-carboxylic acid in *Arabidopsis thaliana*. Plant & Cell Physiology56, 572–582.2552040310.1093/pcp/pcu201

[CIT0079] SinghB, ChauhanH, KhuranaJP, KhuranaP, SinghP 2013 Evidence for the role of wheat eukaryotic translation initiation factor 3 subunit g (TaeIF3g) in abiotic stress tolerance. Gene532, 177–185.2408436510.1016/j.gene.2013.09.078

[CIT0080] SunM, JiaB, CuiN, WenY, DuanmuH, YuQ, XiaoJ, SunX, ZhuY 2016 Functional characterization of a *Glycine soja* Ca^2+^ATPase in salt-alkaline stress responses. Plant Molecular Biology90, 419–434.2680132910.1007/s11103-015-0426-7

[CIT0081] TimmS, FlorianA, ArrivaultS, StittM, FernieAR, BauweH 2012 Glycine decarboxylase controls photosynthesis and plant growth. FEBS Letters586, 3692–3697.2298210810.1016/j.febslet.2012.08.027

[CIT0082] TsouPL, LeeSY, AllenNS, Winter-SederoffH, RobertsonD 2012 An ER-targeted calcium-binding peptide confers salt and drought tolerance mediated by CIPK6 in *Arabidopsis*. Planta235, 539–552.2197199410.1007/s00425-011-1522-9

[CIT0083] UpchurchRG 2008 Fatty acid unsaturation, mobilization, and regulation in the response of plants to stress. Biotechnology Letters30, 967–977.1822797410.1007/s10529-008-9639-z

[CIT0084] VogelJ, BörnerT, HessWR 1999 Comparative analysis of splicing of the complete set of chloroplast group II introns in three higher plant mutants. Nucleic Acids Research27, 3866–3874.1048102610.1093/nar/27.19.3866PMC148650

[CIT0085] WangH, LiuD, SunJ, ZhangA 2005 Asparagine synthetase gene *TaASN1* from wheat is up-regulated by salt stress, osmotic stress and ABA. Journal of Plant Physiology162, 81–89.1570042310.1016/j.jplph.2004.07.006

[CIT0086] WangHS, YuC, TangXF, ZhuZJ, MaNN, MengQW 2014*a* A tomato endoplasmic reticulum (ER)-type omega-3 fatty acid desaturase (LeFAD3) functions in early seedling tolerance to salinity stress. Plant Cell Reports33, 131–142.2412984610.1007/s00299-013-1517-z

[CIT0087] WangP, LiXZ, CuiHR, FengYG, WangXY 2014*b* Identification and functional analysis of a novel parvulin-type peptidyl-prolyl isomerase from *Gossypium hirsutum*. Plant Physiology and Biochemistry76, 58–66.2446866110.1016/j.plaphy.2013.12.020

[CIT0088] WidellS, LarssonC 1990 A critical evaluation of markers used in plasma membrane purification. In: LarssonC, MøllerIM, eds. The plant plasma membrane. Berlin, Heidelberg: Springer, 16–43.

[CIT0089] WuJ, QuT, ChenS, ZhaoZ, AnL 2009 Molecular cloning and characterization of a gamma-glutamylcysteine synthetase gene from *Chorispora bungeana*. Protoplasma235, 27–36.1908277610.1007/s00709-008-0026-3

[CIT0090] XuZS, LiuL, NiZY, LiuP, ChenM, LiLC, ChenYF, MaYZ 2009 W55a encodes a novel protein kinase that is involved in multiple stress responses. Journal of Integrative Plant Biology51, 58–66.1916649510.1111/j.1744-7909.2008.00776.x

[CIT0091] YamoriW, SakataN, SuzukiY, ShikanaiT, MakinoA 2011 Cyclic electron flow around photosystem I via chloroplast NAD(P)H dehydrogenase (NDH) complex performs a significant physiological role during photosynthesis and plant growth at low temperature in rice. The Plant Journal68, 966–976.2184865610.1111/j.1365-313X.2011.04747.x

[CIT0092] YanS, TangZ, SuW, SunW 2005 Proteomic analysis of salt stress-responsive proteins in rice root. Proteomics5, 235–244.1567245610.1002/pmic.200400853

[CIT0093] YangA, DaiX, ZhangWH 2012 A R2R3-type MYB gene, *OsMYB2*, is involved in salt, cold, and dehydration tolerance in rice. Journal of Experimental Botany63, 2541–2556.2230138410.1093/jxb/err431PMC3346221

[CIT0094] YangY, MaC, XuYet al 2014 A zinc finger protein regulates flowering time and abiotic stress tolerance in chrysanthemum by modulating gibberellin biosynthesis. The Plant Cell26, 2038–2054.2485893710.1105/tpc.114.124867PMC4079367

[CIT0095] YeY, DingY, JiangQ, WangF, SunJ, ZhuC 2017 The role of receptor-like protein kinases (RLKs) in abiotic stress response in plants. Plant Cell Reports36, 235–242.2793337910.1007/s00299-016-2084-x

[CIT0096] YuC, WangHS, YangS, TangXF, DuanM, MengQW 2009 Overexpression of endoplasmic reticulum omega-3 fatty acid desaturase gene improves chilling tolerance in tomato. Plant Physiology and Biochemistry47, 1102–1112.1964801810.1016/j.plaphy.2009.07.008

[CIT0097] ZhangGB, YiHY, GongJM 2014 The Arabidopsis ethylene/jasmonic acid-NRT signaling module coordinates nitrate reallocation and the trade-off between growth and environmental adaptation. The Plant Cell26, 3984–3998.2532629110.1105/tpc.114.129296PMC4247569

[CIT0098] ZhangL, SiJ, ZengF, AnL 2009 Molecular cloning and characterization of a ferritin gene upregulated by cold stress in *Chorispora bungeana*. Biological Trace Element Research128, 269–283.1903439210.1007/s12011-008-8275-8

[CIT0099] ZhangL, ZhaoG, JiaJ, LiuX, KongX 2012 Molecular characterization of 60 isolated wheat MYB genes and analysis of their expression during abiotic stress. Journal of Experimental Botany63, 203–214.2193411910.1093/jxb/err264PMC3245462

[CIT0100] ZhangM, BargR, YinM, Gueta-DahanY, Leikin-FrenkelA, SaltsY, ShabtaiS, Ben-HayyimG 2005 Modulated fatty acid desaturation via overexpression of two distinct ω-3 desaturases differentially alters tolerance to various abiotic stresses in transgenic tobacco cells and plants. The Plant Journal44, 361–371.1623614710.1111/j.1365-313X.2005.02536.x

[CIT0101] ZhangT, LiuY, XueL, XuS, ChenT, YangT, ZhangL, AnL 2006 Molecular cloning and characterization of a novel MAP kinase gene in *Chorispora bungeana*. Plant Physiology and Biochemistry44, 78–84.1653106010.1016/j.plaphy.2006.01.001

[CIT0102] ZhangYM, WangCC, HuHH, YangL 2011 Cloning and expression of three fatty acid desaturase genes from cold-sensitive lima bean (*Phaseolus lunatus* L.). Biotechnology Letters33, 395–401.2095366610.1007/s10529-010-0432-4

[CIT0103] ZhaoZ, TanL, DangC, ZhangH, WuQ, AnL 2012 Deep-sequencing transcriptome analysis of chilling tolerance mechanisms of a subnival alpine plant, *Chorispora bungeana*. BMC Plant Biology12, 222.2317137710.1186/1471-2229-12-222PMC3571968

[CIT0104] ZhengW, MaL, ZhaoJ, LiZ, SunF, LuX 2013 Comparative transcriptome analysis of two rice varieties in response to rice stripe virus and small brown planthoppers during early interaction. PLoS One8, e82126.2435814610.1371/journal.pone.0082126PMC3864904

[CIT0105] ZhouXF, JinYH, YooCY, LinXL, KimWY, YunDJ, BressanRA, HasegawaPM, JinJB 2013 CYCLIN H;1 regulates drought stress responses and blue light-induced stomatal opening by inhibiting reactive oxygen species accumulation in Arabidopsis. Plant Physiology162, 1030–1041.2365689510.1104/pp.113.215798PMC3668038

[CIT0106] ZhouY, CaiH, XiaoJ, LiX, ZhangQ, LianX 2009 Over-expression of aspartate aminotransferase genes in rice resulted in altered nitrogen metabolism and increased amino acid content in seeds. Theoretical and Applied Genetics118, 1381–1390.1925964210.1007/s00122-009-0988-3

# Supplementary material for: Integrated regulation triggered by a cryophyte ω-3 desaturase gene confers multiple-stress tolerance in tobacco
**Source:** J Exp Bot. 2018 Feb 8;69(8):2131–48. doi: 10.1093/jxb/ery050
**Supplement:** Supplementary figures and Tables

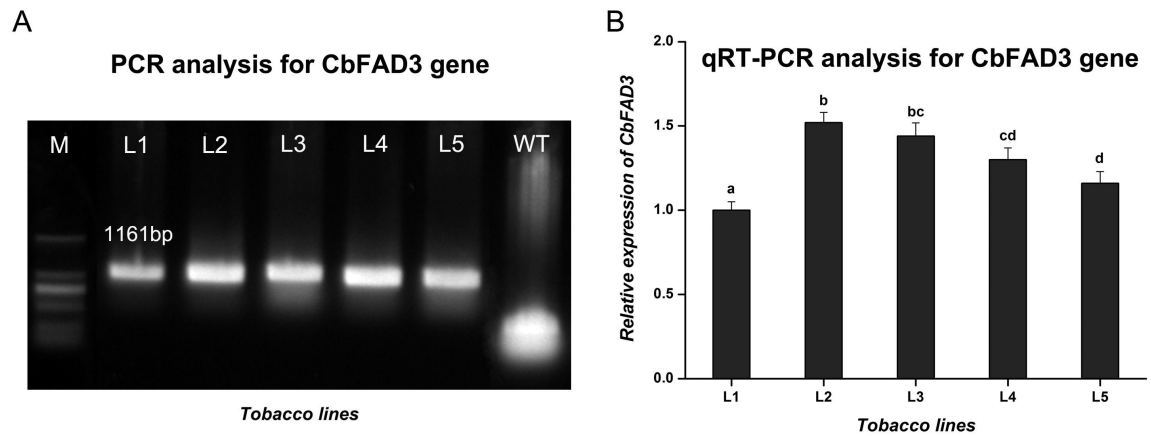

**Fig. S1.** Molecular analysis of *CbFAD3*-overexpressing tobacco plants. (A) PCR analysis for the ORF (1161bp) of *CbFAD3* in transgenic and WT tobacco plants. (B) qPCR analysis for the relative expression of *CbFAD3* in transgenic tobacco plants. Various transgenic lines were represented as L1-L5. The cDNAs of each line were prepared from five two-week-old seedlings. Values are means  $\pm$  SE of three biological experiments. Statistical significance between samples was indicated by different letters according to the Student *t*-test.

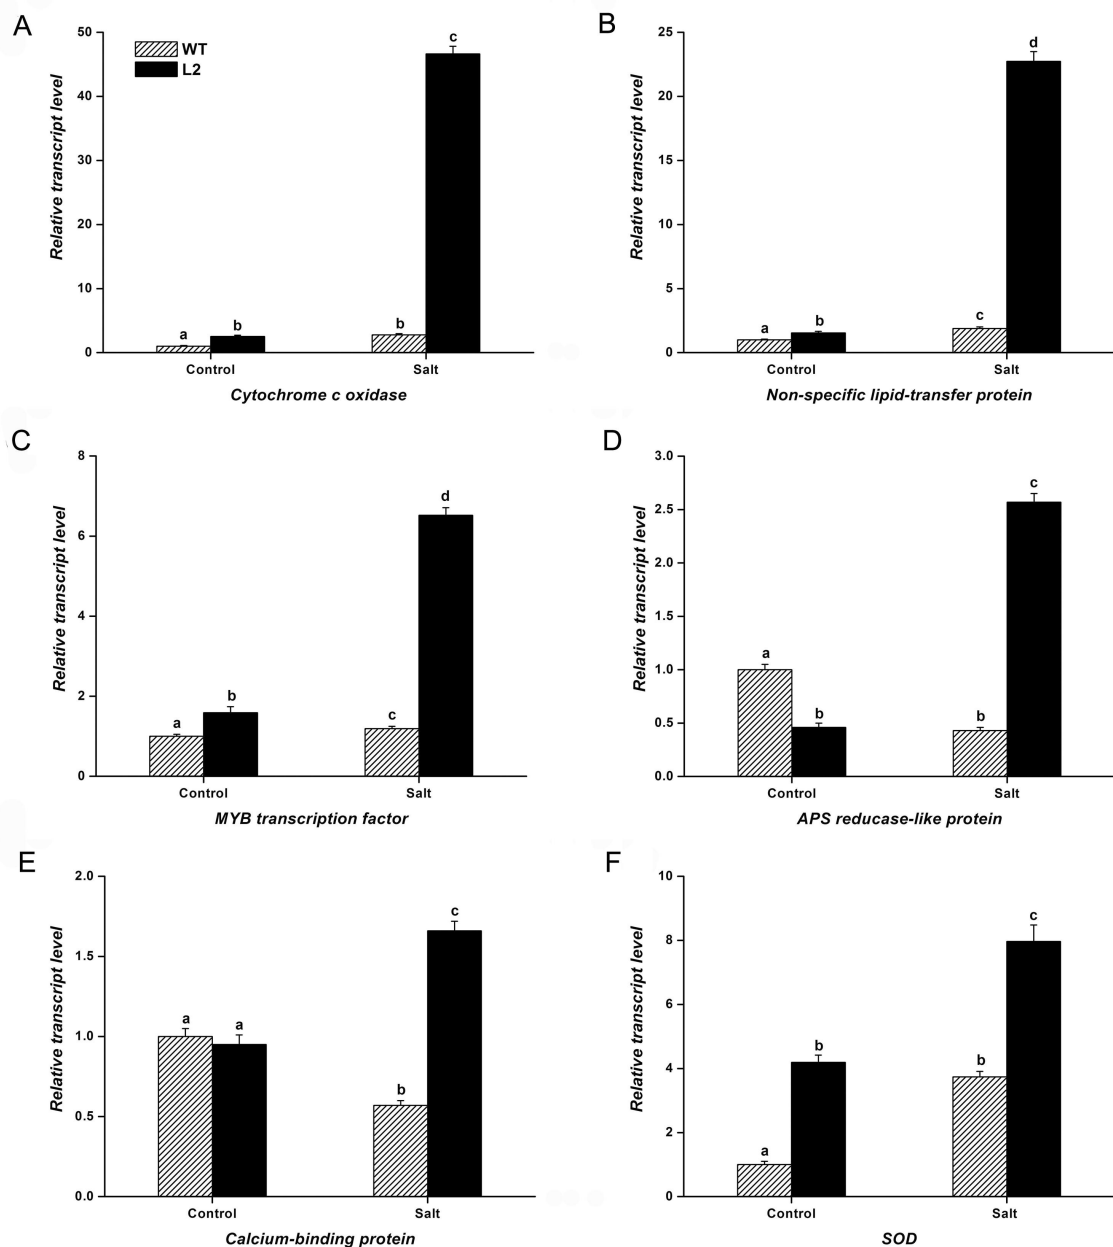

**Fig. S2.** qRT-PCR analysis for the increased expression of six genes in *CbFAD3*-overexpressing and WT tobacco plants under salt treatment. The number of corresponding genes (A-F) in Table 2 is 1, 8, 13, 16, 23 and 39, respectively. Two-week-old seedlings of L2 and WT tobaccos were treated with 200 mM NaCl for 6 h. Leaves from five independent plants were pooled as one biology sample, and three samples were measured separately for each line. *NtL25* was used as the internal control. Values are means  $\pm$  SE of three biological experiments. Statistical significance between samples was indicated by different letters according to the Student *t*-test.

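Of the 6 genes of Fig. S2, number 1 of Table 2 is cytochrome c oxidase, number 16 an APS reductase-like protein and number 39 SOD, and their array values stand with the text on these genes. The non-specific lipid-transfer protein probe, number 8 (A_95_P016001, EB678560), was not well above background in WT under salt stress, with a log2 value of −7.15 ± 0.64 (SD, n = 3), and was at −4.42 ± 1.56 (SD, n = 3) in L2, where 2 arrays were well above background. The signal was at least 1.40-fold higher in L2. The WT mean and SD of number 8 describe the low end of the arrays' signal, where number 1 had nearly the same values. The MYB transcription factor probe, number 13 (A_95_P084005, BP528907), was not well above background in WT under salt stress, with a log2 value of −5.67 ± 0.38 (SD, n = 3), and was at −3.57 ± 1.01 (SD, n = 3) in L2, a signal at least 2.52-fold higher (standard error of the fitted log2 difference 0.403, adjusted p = 0.378 from limma). It was counted as changed with array weights (adjusted p = 0.0124 from limma), without L2 salt 3 (adjusted p = 0.0263 from limma) and in the fit on samples 1 and 2. The highest adjusted p by limma was 0.728 in the other settings and 0.999 with an array left out. Both probes lie in the block of spots whose signal was raised on L2 salt 1 and 2, so their bounds hold for the signal and not for expression. The calcium-binding protein probe, number 23 (A_95_P192712, EB432744), was at −4.63 ± 0.43 (SD, n = 3) in WT and −3.47 ± 0.24 (SD, n = 3) in L2, a log2 difference of 1.16 (standard error 0.644, adjusted p = 0.896 from limma). All L2 arrays were above all WT arrays for number 23, and the log2 difference was 0.67 with the slide as a block. The qRT-PCR values themselves were not analysed here.

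**Figure D2:**
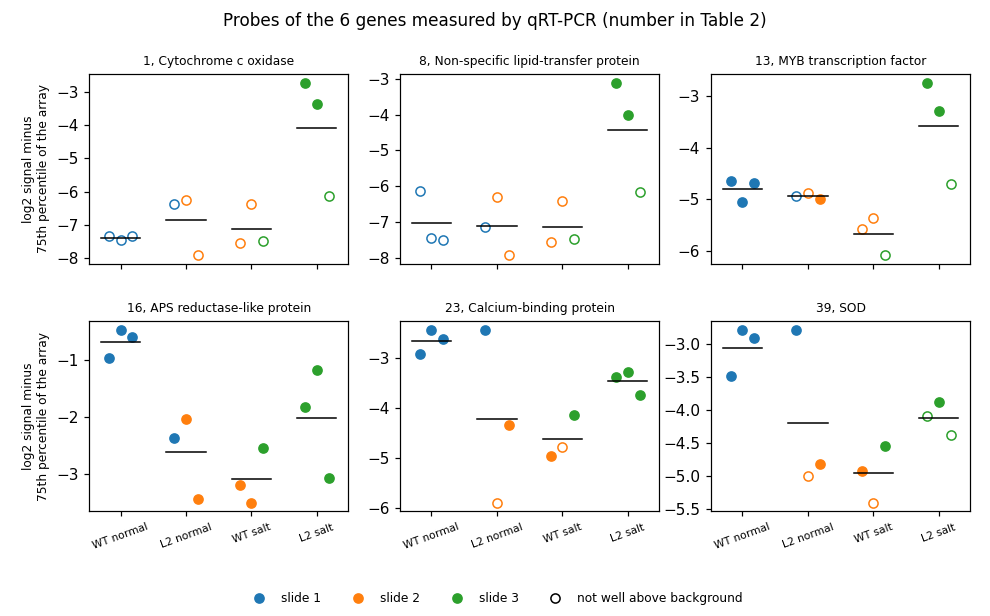
Log2 signal minus the 75th percentile of the array for the probes of the 6 genes, with a point per array, coloured by slide, and a line at the mean of each group. Open points are not well above background, and for numbers 1, 8 and 13 all WT salt points are open.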

3 **Table S1.** The information of primers used for gene cloning and vector construction.

| Primer | annotation | Sequence (5'-3')               | Gene<br>name | Length of production<br>(bp) |
|--------|------------|--------------------------------|--------------|------------------------------|
| P1     | sence      | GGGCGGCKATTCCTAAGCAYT          | CbFAD3       | 424                          |
| P2     | antisence  | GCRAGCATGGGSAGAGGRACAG         |              |                              |
| P3     | 5'outer    | GAGGCACAGTGTATCTGAGCATTCGA     | CbFAD3       | 749                          |
| P4     | 5'inner    | GGTAAGGAACGAGGATGAAGGAGTGAAG   |              |                              |
| P5     | 3'outer    | CTTCACTCCTTCATCCTCGTTCCTTACC   | CbFAD3       | 1026                         |
| P6     | 3'inner    | TGAAAACGACGAGTCCTGGGTTCGCTA    |              |                              |
| P7     | sence      | GAAGGAGTAGAAAATCAAACCTTTCT     | CbFAD3       | 1527                         |
| P8     | antisence  | AAGCAGTGGTATCAACGCAGAGTAC      |              |                              |
| P13    | sence      | GGATCCACCATGGTTGTTGCAATGGACCA  | CbFAD3       | 1176                         |
| P14    | antisence  | GAGCTCCTAATTGATTTTAGATTTGTCAG  |              |                              |
| P15    | sence      | GCTCTAGAATGGTTGTTGCAATGGACCA   | CbFAD3       | 1176                         |
| P16    | antisence  | CGAGCTCCTAATTGATTTTAGATTTGTCAG |              |                              |
| P17    | sence      | ATGGTTGTTGCAATGGACCAACGCAGC    | CbFAD3       | 1161                         |
| P18    | antisence  | CTAATTGATTTTAGATTTGTCAGAAGC    |              |                              |

4 **Table S2.** The accession number of  $\omega$ -3 FADs included in alignment.

| Name   | Accession number | Source                         | Definition                       |
|--------|------------------|--------------------------------|----------------------------------|
| AtFAD3 | NP180559         | <i>Arabidopsis thaliana</i>    | Microsomal fatty acid desaturase |
| AtFAD7 | P46310           | <i>Arabidopsis thaliana</i>    | Plastidial fatty acid desaturase |
| AtFAD8 | P48622           | <i>Arabidopsis thaliana</i>    | Plastidial fatty acid desaturase |
| BjFAD3 | ADJ58019         | <i>Brassica juncea</i>         | Microsomal fatty acid desaturase |
| BnFAD3 | NP001302640      | <i>Brassica napus</i>          | Microsomal fatty acid desaturase |
| BoFAD3 | AGH20189         | <i>Brassica oleracea</i>       | Microsomal fatty acid desaturase |
| CbFAD3 | AKN35208         | <i>Chorispora bungeana</i>     | Microsomal fatty acid desaturase |
| DsFAD3 | ABK91879         | <i>Descurainia sophia</i>      | Microsomal fatty acid desaturase |
| GmFAD3 | NP001237507      | <i>Glycine max</i>             | Microsomal fatty acid desaturase |
| LeFAD3 | ABX24525         | <i>Lycopersicon esculentum</i> | Microsomal fatty acid desaturase |
| LuFAD3 | AFJ53089         | <i>Linum usitatissimum</i>     | Microsomal fatty acid desaturase |
| NtFAD3 | P48626           | <i>Nicotiana tabacum</i>       | Microsomal fatty acid desaturase |
| NtFAD7 | D79979           | <i>Nicotiana tabacum</i>       | Plastidial fatty acid desaturase |
| OsFAD8 | AAW32557         | <i>Oryza sativa</i>            | Plastidial fatty acid desaturase |
| SaFAD3 | AHA05997         | <i>Sinapis alba</i>            | Microsomal fatty acid desaturase |
| TaFAD3 | BAA28358         | <i>Triticum aestivum</i>       | Microsomal fatty acid desaturase |

5 **Table S3.** The information of primers used for qRT-PCR.

| Primer | annotation | Sequence (5'-3')         | Gene name                              | Length of<br>production<br>(bp) | Amplification<br>efficiency (%) |
|--------|------------|--------------------------|----------------------------------------|---------------------------------|---------------------------------|
| P9     | sence      | CCACGAAGGCAGCGAAA        | CbFAD3                                 | 96                              | 99                              |
| P10    | antisence  | TAGCGACCAAACTCTCAACCAA   |                                        |                                 |                                 |
| P11    | sence      | ATACGCTCTTCCACACGCTATT   | CbACT                                  | 125                             | 93                              |
| P12    | antisence  | TCACGATTTACGCTCTGCT      |                                        |                                 |                                 |
| P19    | sence      | CCCCTCACCACAGAGTCTGC     | NtL25                                  | 51                              | 108                             |
| P20    | antisence  | AAGGGTGTGTGTGTCCTCAATCTT |                                        |                                 |                                 |
| P21    | sence      | ACAAGGGTCCAAGTGTAGTGAAGG | Cytochrome c<br>oxidase                | 60                              | 106                             |
| P22    | antisence  | CCGCAACCATGCCAAGAGT      |                                        |                                 |                                 |
| P23    | sence      | TCATTTAGTCATTGCGGTGTT    | Non-specific<br>lipid-transfer protein | 96                              | 97                              |
| P24    | antisence  | ATGGTGCTAAAGAAGCGTCCA    |                                        |                                 |                                 |
| P25    | sence      | AGAGTTGAGCTTGGACTTGGAGTT | MYB transcription<br>factor            | 148                             | 92                              |
| P26    | antisence  | TTGAACGTAGGGTGTCTTGGTG   |                                        |                                 |                                 |
| P27    | sence      | TATGGCTCTGGCTTTCACCTCA   | APS reductase-like<br>protein          | 190                             | 91                              |
| P28    | antisence  | CTCAGCGTTCAATGGCTTCAC    |                                        |                                 |                                 |
| P29    | sence      | TTTGTCTTGCCACTACTCACTTT  | Calcium-binding<br>protein             | 154                             | 92                              |
| P30    | antisence  | AGCAACTTCCCAGTTACGTAA    |                                        |                                 |                                 |
| P31    | sence      | CTTACAGTTCATCCAACAACCCAA | SOD                                    | 65                              | 103                             |
| P32    | antisence  | GAGCGAGACCAGTTATTCTTCCTC |                                        |                                 |                                 |

**Table S4.** Fatty acid composition of *S. cerevesiae* cells overexpressing *CbFAD3* grown at 20°C.

| Plasmid              | Fatty acid composition (mol%) |          |          |         |          |          |         |
|----------------------|-------------------------------|----------|----------|---------|----------|----------|---------|
|                      | C14:0                         | C16:0    | C16:1    | C18:0   | C18:1    | C18:2    | C18:3   |
| pYES2                | 1.1±0.1                       | 18.7±0.6 | 21.9±1.8 | 4.6±0.3 | 10.2±0.8 | 43.4±0.0 | 0.0±0.0 |
| pYES2- <i>CbFAD3</i> | 1.1±0.0                       | 20.1±1.0 | 21.0±0.4 | 4.3±0.4 | 11.7±0.3 | 41.1±1.7 | 0.7±0.1 |

The data were measured after the induction of 2% galactose, 50μM C18:2, and 0.1% NP-40 for 3 d. Values are means ± SE of three biological experiments with two technical repeats for each experiment.

How the deposited data were processed for this re-analysis (not part of the article)

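The data are 12 one-colour Agilent tobacco arrays, 3 each for WT and the CbFAD3-transgenic line L2 under normal conditions and after 6 h in 200 mM NaCl. The authors extracted the spot intensity with Agilent's Feature Extraction software, which subtracts the background, corrects trends over the array surface and writes a processed signal, a median signal with its local background, and flags. The deposited scanner values are intensity values that were not normalized between arrays. The deposited table of array values holds the log2 of the processed signal minus the 75th percentile of the array, which was checked against the scanner values: 100% of the values of probes with 1 spot lay within 0.01 of one shift per array. The methods name GeneSpring GX, an unpaired t-test with Benjamini-Hochberg correction and a 2-fold limit.

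From the scanner values, log2 of the processed signal minus the 75th percentile of each array was computed, control spots and the 32 spots with an outlier flag were left out, and spots of one probe were averaged. Of 43759 probes, 26312 were tested, which are those well above background on all 3 arrays of at least 1 of the 4 groups. Group means were fitted with lmFit, contrasts.fit and eBayes of limma 3.58.1 in R 4.3.3 over the 12 arrays, which leaves 8 residual degrees of freedom, or 6 with the slide as a block. A probe was counted as changed at a Benjamini-Hochberg adjusted p below 0.05 and a difference of more than 2-fold. The comparisons were L2 with WT under salt stress, L2 with WT under normal conditions, salt stress with normal conditions in each line, and the difference between the salt responses of the lines. The Table 2 probes were tested as a set under normal conditions with limma's camera at its preset correlation of 0.01. Tables were prepared and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with the random seed 1.

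The tests, their thresholds, the groups and the rule for the probes that are named were chosen before the data were examined. The rule names the 6 probes of Table 2 that the paper also measured by qRT-PCR and the first 11 probes of the table as a group. It names the probes annotated as APS reductase-like, PPR-containing, SOD or cyclin, and those taken as plastid-encoded, which the table does not state. For L2 against WT under each condition, counted probes whose groups do not overlap are ranked. Of these, the rule names the 3 with the largest increase and the 3 with the largest decrease. It also names any probe the array annotates with the accession of NtL25, of which there are 0, and any annotated as an omega-3 desaturase, which could not be looked up because the scanner values carry no descriptions. For the same reason, probe sets for salt markers and for antioxidant enzymes were not tested. Probes of one gene are given separately.

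The tests were run on simulated data with 200 changed probes per comparison. A change was found at an adjusted p below 0.05 from limma in the right direction, without the 2-fold limit. The noise was independent between arrays, and a difference between slides was simulated only for the fit with the slide as a block. For L2 against WT under normal conditions, 89.5% of 4-fold and 12.0% of 2-fold changes were found, for salt stress against normal conditions in WT 86.0% and 9.0%, and in L2 87.5% and 20.5%. On these arrays, signal over background sets what can be measured, and between 49.2% and 63.0% of the probes were well above background on an array. A probe that is well above background on 0 arrays of one group has only a bound.

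The alternatives concerned the background correction (normexp with an offset of 50), the scaling (quantile normalization, the median of each array, the 75th percentile over probes detected on all arrays, the deposited table), a floor on signals of 5, spots with an outlier flag, the filter on dim probes, the arrays in the fit, the replicate number and the slide as a block, array weights, an intensity trend with robust estimation, the methods' t-test, the limits on p and fold, the set test, and each array left out in turn. Normexp was run on the median signal, since the scanner values hold no mean signal, and this change was made after seeing the data. Also chosen after seeing the data were fits on samples 1 and 2 of each salt group, the methods' t-test on those 4 arrays, and the removal of spots whose local floor is more than 2-fold from the median of the array. The local floor is the 10th percentile of the raw median signal over the spots within 7 rows and 2 columns. Random sets of probes were drawn 10000 times. The qRT-PCR values and the physiological measurements were not analysed here.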

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

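The tests chosen only after the result was seen are the one that leaves each array out of the selection of probes under normal conditions, the comparison of L2 normal 1 with the other arrays of its slide, and the simulation of groups that do not differ from WT. The paper reports no values from the 6 arrays under normal conditions, and each of the 4 results below draws on them.

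Between L2 and WT under normal conditions, limma counted 3 probes as changed, and 5493 had an unadjusted p below 0.05. A_95_P021721 (EB443875) was higher in L2 by a fitted log2 difference of 2.51 (standard error 0.261, adjusted p = 0.0288 from limma), and as it was well above background on 0 WT and 1 L2 normal arrays, it was at least 1.20-fold higher. A_95_P215652 (TA20535_4097) was higher by 1.92 (standard error 0.216, adjusted p = 0.0304 from limma). A_95_P073210 (FG161102) changed by −1.56 (standard error 0.187, adjusted p = 0.0373 from limma). For all 3 probes the arrays of the lines do not overlap, as was so for 20.6% of the tested probes, where chance gives 10%. Of the 10 splits of these 6 arrays into 3 and 3, the real one alone gave as many counted probes (1 of 10), and with 10 splits chance cannot be excluded. Without L2 normal 1, the count was 3807 (1602 higher, 2205 lower), and with array weights, where L2 normal 1 had a weight of 0.124, it was 4038. The root mean square log2 difference of L2 normal 1 was 0.330 to the WT normal arrays of its slide and 0.736 to L2 normal 2 and 3, a ratio of 2.23. L2 normal 2 was nearest to WT salt 1 and L2 normal 3 to WT salt 2, which share their slide. When L2 normal 1 was left out of the selection of probes more than 2-fold apart between the lines, its own median difference at these probes was 0.0204, against 1.36 for L2 normal 2 and 1.88 for L2 normal 3. Both tests are in line with a difference between slides for these probes as a set. The 3 counted probes go the other way, since L2 normal 1 lay with L2 normal 2 and 3 and apart from the WT arrays of its slide. It was at −5.19 for A_95_P021721 (WT −7.28, −7.44 and −7.40), at −2.15 for A_95_P215652 (WT −4.42, −4.14 and −3.87) and at −4.65 for A_95_P073210 (WT −3.37, −3.15 and −3.02). Their log2 differences in limma with the slide as a block were 2.18, 1.99 and −1.48 (adjusted p = 0.593, 0.593 and 0.684). They were picked for such values on these arrays, so they neither exclude a difference between slides for the other probes nor show one between the lines. A different response of the hybridization or the scanner stays open, since the slopes of the spike-in controls overlap between slide 1 (0.979–0.999) and the other slides (0.987–1.03), by 0.0122. The level of the spike-in controls, relative to the 75th percentile of the array, did not overlap, with shifts of 0.33 to 0.47 on slide 1 and −0.72 to 0.07 on the other slides. What set these shifts was not tested. A wrong label of L2 normal 1 stays open as well. Over 400 probes that part the salt arrays by line, L2 normal 2 and 3 lay −0.97 from the WT normal mean, which is away from L2, and L2 normal 1 lay at 0.07, so the score tells the lines apart in neither. With the slide as a block, which compares L2 normal 1 alone with WT, 0 probes were counted by limma. In simulated data that fit found 82.5% of 4-fold changes and 0% of 2-fold changes in this comparison. An effect of the transgene that is smaller, or that L2 normal 1 does not show, remains open.

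Between salt stress and normal conditions in WT, limma counted 3423 probes as changed, 1594 higher and 1829 lower, and the median over all tested probes was −0.19. The share of higher probes was 46.6%, and 58.9% with quantile normalization, 57.4% with the median of each array and 57.3% with the 75th percentile over probes detected on all arrays. These scalings moved the median of all probes to −0.10, −0.08 and −0.06. In 1 of 10 splits, the real one, as many probes were counted, and this number of splits cannot exclude chance. All WT normal arrays lie on slide 1 and all WT salt arrays on slides 2 and 3, so within WT the slide and the salt treatment cannot be told apart. With the slide as a block, slide 1 is tied to the other slides through L2 normal 1 alone, so that fit rests on this array and its label. In it, 0 of the probes were counted. The median change of the counted probes fell from 1.55 to 0.29 in the same direction, and 72.1% kept their sign. That fit found 51.5% of simulated 4-fold changes in this comparison. A difference between slides as part of the change would give such values, with the limit that they rest on L2 normal 1. Of the 3423 probes, 2302 were also counted, in the same direction, between L2 normal 2 and 3 and WT under normal conditions, and 99.1% had the same sign. Both comparisons share the WT normal arrays. In 20 simulations of L2 arrays that do not differ from WT, 0 probes were shared in each and 58.6%–61.9% had the same sign. With each array left out in turn, the count was lowest at 517 without WT normal 2 (422 higher, 95 lower) and highest at 4134 without L2 normal 1. The share of higher probes was 81.6% without WT normal 2, 80.0% without WT normal 3 and 68.4% without WT salt 2, so the direction that prevails among the counted probes rests on single arrays. A response to salt is the biological explanation the design gives, and it remains open.

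Between salt stress and normal conditions in L2, limma counted 31 probes as changed, 4 higher and 27 lower. The median over all tested probes was −0.0024, and 0.14 with the median of each array. The share of higher probes was 12.9%, and 27.6% with quantile normalization, 51.8% with the median of each array and 28.6% with normexp. Among the 10 splits, 2 gave as many, the real one and that of L2 normal 1 with L2 salt 1 and 2 against the others, with 185, so chance cannot be excluded. With the slide as a block, 49 probes were counted, 3 of them among the 31, and 43 were higher and 6 lower. The count was 3 without WT normal 3 and 124 without L2 normal 2 (68 higher, 56 lower), and 1826 with array weights (646 higher, 1180 lower), so the direction that prevails is not the same in all settings. The L2 salt arrays lie on slide 3 and the L2 normal arrays on slides 1 and 2, so these arrays hold no slide with both conditions. Fewer counted probes in L2 than in WT do not show a smaller response, since the test of the difference between the responses gave 0 counted probes by limma (4715 with an unadjusted p below 0.05, lowest adjusted p = 0.103), and 4391 without L2 normal 1. A response to salt and an effect of the line on it remain open.

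Under normal conditions, the tested Table 2 probes as a set were lower in L2 than in WT, with a median log2 difference of −1.07. By limma's camera with the preset correlation, the p was 5.14e-07, with fry it was 0.0563 and with an estimated correlation 0.275, so the call holds under the preset correlation only. Over the probes after the first 11, 6 were higher in L2. The median of these 50 probes was −1.52 in L2 normal 1, −3.37 in L2 normal 2 and −3.40 in L2 normal 3, against −2.03, −1.50 and −1.56 in the WT normal arrays and −3.70, −3.70 and −3.05 in the WT salt arrays. Within slide 1, L2 normal 1 was above the WT mean by a median of 0.13, with 36 of 50 probes above 0. With the slide as a block in limma, camera gave the set as higher, and the p was 0.700. As a set, the lower level is thus seen in the L2 arrays on slide 2 and not in the one on slide 1, as a difference between slides would give. The 6 APS reductase-like probes go the other way, with L2 normal 1 below each WT array of slide 1. It lay at −1.68, −1.50, −1.45, −0.61, −0.72 and −0.97 from the WT mean for numbers 16, 17, 22, 40, 43 and 58. A difference between slides does not account for these values within slide 1. With 1 L2 array on slide 1, a difference among the L2 samples is not excluded, and an effect of the line remains open.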

How the results depend on the processing

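The fits on samples 1 and 2, normexp on the median signal and the removal of spots with a raised or lowered local floor were chosen only after the results were seen. Counts are of probes by limma unless said otherwise, and where no reason follows, the cause was not tested.

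For L2 against WT under salt stress, the count of 0 became 1 with quantile normalization (1 lower), 1 with the median of each array (1 higher), 3 with the 75th percentile over probes well above background on all arrays (1 higher, 2 lower), and 1 with only probes well above background on all 12 arrays (1 higher), where fewer probes are tested. With the slide as a block it was 50 (46 higher, 4 lower), with array weights 509 (151 higher, 358 lower; 24 in Table 2), and on samples 1 and 2 of each salt group 2 (1 higher, 1 lower; 1 in Table 2). The methods' t-test without adjustment and with the 2-fold limit gave 232 (82 higher, 150 lower; 17 in Table 2), and on samples 1 and 2 it gave 663 (207 higher, 456 lower; 61 in Table 2), or 489 (115 higher, 374 lower; 52 in Table 2) with probes well above background on both arrays of a pair. The 2-fold limit alone gave 752 (256 higher, 496 lower; 23 in Table 2), as it asks for no test. The count stayed at 0 with normexp, the floor of 5, outlier flags kept, the deposited table, the removal of spots with a raised or lowered local floor, no filter on dim probes, only the 6 arrays of the comparison, the intensity trend with robust estimation, the methods' t-test after Benjamini-Hochberg adjustment and the adjusted p alone. With each array left out in turn it lay between 0 and 6 (0–3 higher, 0–3 lower, the highest without L2 normal 1), and 0–1 of them were in Table 2.

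Adjusted over the list alone, the count of 13 Table 2 probes became 23 with no filter on dim probes, where more probes of the list are tested, 20 with only the 6 arrays of the comparison, 37 with array weights and 25 on samples 1 and 2. With arrays left out in turn, it was 4 without L2 salt 2 and 25 without L2 salt 3. The median of the tested Table 2 probes stayed above 0 in all settings run, between 0.69 with the slide as a block and 1.25 on samples 1 and 2. All these settings use arrays on which the probes were chosen, so this is not independent evidence of a difference.

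For L2 against WT under normal conditions, the count of 3 became 0 with normexp, no filter on dim probes, only the 6 arrays of the comparison, the slide as a block, the intensity trend with robust estimation and the methods' t-test after Benjamini-Hochberg adjustment. It became 11 with quantile normalization, 14 with the median of each array, 7 with the deposited table, 7 with the removal of spots with a raised or lowered local floor, 4038 with array weights, 380 with the methods' t-test without adjustment and 2284 with the 2-fold limit alone. With arrays left out it lay between 0 and 3807, the latter without L2 normal 1. The share of higher probes was 66.7%, and 27.3% with quantile normalization, 28.6% with the median of each array and with the deposited table, and 100% with the 75th percentile over probes well above background on all arrays.

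For salt stress against normal conditions in WT, the count of 3423 became 1839 with normexp, 2121 with no filter on dim probes, 1851 with only probes well above background on all 12 arrays, 0 with the slide as a block, and 6125 with the adjusted p alone, which sets no limit on the fold. It lay between 517 without WT normal 2 and 4134 without L2 normal 1. In L2, the count of 31 became 123 with quantile normalization, 83 with the median of each array, 70 with the 75th percentile over probes well above background on all arrays, 1 with no filter on dim probes, 0 with only the 6 arrays of the comparison, 49 with the slide as a block, 1826 with array weights, 53 with the intensity trend and robust estimation, and 1604 with the 2-fold limit alone. It lay between 3 without WT normal 3 and 124 without L2 normal 2. For the difference between the responses, the count of 0 became 5353 with array weights and 3893 with the 2-fold limit alone, and 4391 without L2 normal 1, which had an array weight of 0.124. It was 0 in the other settings run and with any other array left out. The estimation of the weights stopped before it converged.

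By limma's camera, the set of Table 2 probes was lower under normal conditions in all settings run but the slide as a block, where it was higher and the p was 0.700. By fry in limma the p was 0.0563 and with an estimated correlation 0.275. It was not run with the intensity trend and robust estimation. Of the named probes, cyclin reversed, at −0.36 with the slide as a block. In 13 settings of 11 Table 2 results under salt stress, a probe or group passed the threshold that had not, and the named probes under normal conditions no longer passed it in 41 cases.

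With the replicate number as a block, the count under normal conditions was 0 and that for salt stress in L2 49, and no count moved by more than 1.5 times besides. The numbers do not pair the samples: 6 of 18 correlations between same-numbered samples were above 0.1, with a range from −0.39 to 0.41.

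On signal over background, 16 of the Table 2 probes were well above background on 0 WT salt arrays, and for these no more than a bound of the signal can be had. The removal of spots with a raised or lowered local floor leaves L2 salt 3 as the one L2 salt array for most of the first 11 probes, which were not well above background there, so it does not measure them.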

Differences from the paper's values

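The paper reports 351 genes with a difference of more than 2-fold between L2 and WT under salt stress, and limma counted 0 probes here, with 1535 unadjusted p below 0.05. Of the 29 alternatives set before the data were examined, array weights, with 509 probes, came within 1.5 times the paper's count, and the other 28 did not, with 232 for the methods' t-test without adjustment, 752 for the 2-fold limit alone, 50 with the slide as a block and at most 6 in the others. The paper reports 115 genes as higher, and limma counted 0. Array weights gave 151 and the methods' t-test without adjustment 82, and the other 27 alternatives differed. The fit with array weights leans on L2 salt 2, at 2.67 against 0.453 for L2 salt 1 and 0.398 for L2 salt 3. The paper reports 236 genes as lower, and limma counted 0, with a difference under all 29 alternatives, among them 358 with array weights and 150 with the methods' t-test without adjustment. On samples 1 and 2 of each line, a setting chosen after seeing the values, the methods' t-test without adjustment gave 207 higher and 456 lower probes, and with probes well above background on both arrays of a pair, a filter picked from many after seeing the values, 115 higher and 374 lower. After Benjamini-Hochberg adjustment the methods' t-test on these arrays gave 0 probes, with a lowest adjusted p of 0.288.

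The paper counts the 61 genes of Table 2 as higher in L2, and limma counted 0 of them over all probes tested and 13 adjusted over the list alone. Of the 13, numbers 9, 12, 13 and 14 lie in the block of spots with a raised signal, and number 41 has no fold. All 29 alternatives differed from the paper's count, with 24 for array weights, 23 for the 2-fold limit alone, 17 for the methods' t-test without adjustment and at most 1 in the others. The methods' t-test without adjustment on samples 1 and 2, chosen after seeing the values, counted all 61, and 52 with the filter on signal.

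The fold column of Table 2 is headed log2 and is on the linear scale, on which the values below are given. A fold is said to differ where it is more than 1.5 times from the paper's and further from it than the SD of the L2 salt arrays. For number 16, an APS reductase-like protein, the paper's value is 3.58 and the value here 2.08 (SD 1.35). Among 25 alternatives, array weights (3.40), without WT salt 3 (2.50) and without L2 salt 3 (2.98) did not differ, and 22 did. For number 17, another APS reductase-like protein, the paper's value is 3.57 and the value here 2.23 (SD 1.31). Array weights (3.25), without WT salt 3 (2.46) and without L2 salt 3 (3.22) came within 1.5 times the paper's value. Quantile normalization (2.26) and the median of each array (2.30) did not, and are not among the 20 that differ because they lie within the SD, the first narrowly. With samples 1 and 2 of each line in the deposited table, chosen after seeing the values, all 61 folds lay within 0.01 of the paper's.

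The paper states a difference above its fold limit for each gene of Table 2, and 33 of 61 probes had a mean difference of more than 2-fold here. The 33 include probes with only a bound of their signal or with no fold. Outside the block of spots whose signal was raised on L2 salt 1 and 2, 19 of 47 probes had such a difference. The paper also states one for SOD, where the difference here was 1.80-fold over all 6 salt arrays. For SOD the paper cites its qRT-PCR as well, which was not analysed here. It names cytochrome c oxidase as the gene with the highest increase, and here that probe has a bound of at least 1.77-fold on its signal, in spots whose signal was raised on L2 salt 1 and 2, which gives no rank. It states a higher level for cyclin, for which no fold is given here, since L2 had 0 salt arrays well above background and WT 1.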

Other observations

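The tests chosen only after the result was seen are those of the arrays left out of the selection under salt stress, of the slide and of the lines for the Table 2 probes, of the folds over all salt arrays, of the raised signal in and outside the block of spots, of the distances between arrays with each array left out, and of the copies of control probes.

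For L2 against WT under salt stress, the counts of changed, higher and lower probes and of counted Table 2 probes were 0 by limma, with 1535 unadjusted p below 0.05 and 232 probes by the methods' t-test without adjustment. For each of the 4 counts, 10 of 10 splits of the arrays gave as many, which a count of 0 makes certain, and this says nothing about chance. For the difference between the salt responses of the lines, 100 of 100 drawn splits gave at least as many counted probes as the real one, which gave 0. This too is certain with a count of 0 and says nothing about chance. In 5 of these splits probes were counted, at most 14. Without L2 normal 1, the test of this difference counted 4391 probes.

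The mean root mean square log2 difference was 0.439 over 10 pairs of arrays of different groups on the same slide and 0.590 over 4 pairs of one group on different slides, a difference of −0.151. It was 0.392 for the same group on the same slide and 0.656 for different groups on different slides. The order of the first 2 means rests on L2 normal 1, without which they were 0.486 over 7 pairs and 0.443 over 2 pairs, a difference of 0.042. With each other array left out in turn, the difference stayed between −0.326 and −0.098. WT salt 3 was nearer to WT salt 1 and 2 on another slide (0.451 and 0.436) than to the L2 salt arrays of its own (0.498–0.519). L2 salt 2 and 3 were nearest to WT salt 2, of the other line and on another slide (0.419 and 0.369). L2 salt 1 was nearest to L2 salt 2 (0.455). Whether the slide outweighs the group therefore stays open beyond L2 normal 1, and the groups are unevenly spread over the slides.

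When WT salt 3 was left out of the selection of probes more than 2-fold apart between L2 and WT salt arrays, its own median difference from L2 at the selected probes was 0.49, against 1.13 for WT salt 1 and 1.01 for WT salt 2. WT salt 3 is the WT salt array on the slide of the L2 salt arrays. For the L2 salt arrays, all on that slide, the values were 0.74, 0.97 and 0.37. Since L2 salt 3 was as low without a change of slide, a difference between slides and one between samples cannot be told apart here. An effect of the line remains open.

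The folds of Table 2 match samples 1 and 2 of each line. If they came from all 6 salt arrays, the values would lie near the folds over these arrays, and 0 of 61 lay within 0.01. Why the other pair of arrays does not enter was not tested.

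The first 11 probes of Table 2 were well above background on L2 salt 1 and 2 and on 0 of the other salt arrays. If the slide were the cause, WT salt 3 on that slide would show them, and 0 of 11 were well above background there. A difference between the lines as the whole cause would show in L2 salt 3, where 0 of 11 were. Dim probes that pass the limit by chance on a pair of arrays would do so on other pairs of one group too, while 22 probes were seen on L2 salt 1 and 2 alone at more than 8-fold above the mean of the other arrays, and 0 on each of the other 11 pairs. The median distance of a probe to the nearest of the others was 1.41 spots, against 34.2 in random sets of 11 probes, and a share of 1e-04 of the sets, the smallest that 10000 sets can give, lay as close. The probes of numbers 12–14 lie there too. Of the 72 other probes in the block, at least 70 were well above background on L2 salt 1 and on L2 salt 2, whatever their annotation, and 30 of them were more than 2-fold higher in samples 1 and 2 of L2 than of WT. Copies of 3 dim control probes in the block were 1.77–3.08 times as bright as their copies elsewhere on L2 salt 1 and 2, the brightest of their copies in 6 of 6 cases, and 0.76–1.61 times as bright on the other 10 arrays, the brightest in 5 of 30. A bright control was at 0.95–1.04 on L2 salt 1 and 2. A candidate explanation is a local defect that added signal to the array surface on L2 salt 1 and 2. The design gives L2 as a biological explanation, and a rise of these genes beneath the added signal was not excluded by these tests. The paper's qRT-PCR of numbers 1, 8 and 13 is separate evidence that was not analysed here.

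The 50 probes of Table 2 after the first 11 were higher in L2 than in WT by a median of 1.25 in samples 1 and 2. The folds of the table match these 4 arrays, and probes chosen on them for a higher level in L2 come out lower on another L2 array and higher on another WT array whatever the cause. L2 salt 3 lay at −0.67 from the mean of L2 salt 1 and 2, which share its slide, with 48 of 50 probes below it, and WT salt 3 lay at 0.40 from WT salt 1 and 2. The median of L2 salt 3 minus WT salt 3, the pair on which the probes were not chosen, was 0.17, with 32 of 50 probes above 0. These values exclude neither a difference between slides nor one between the lines. The pairs of L2 and WT salt arrays of samples 1 and 2 parted 566 probes, and 0 of 18 mixed pairs parted as many, with 10–312. The other 8 pairs of L2 and WT arrays parted 78–333, of which 3 were above all mixed pairs, so the choice of probes on 4 arrays is not excluded either. A difference between slides, one between the lines, the choice of probes and a mixture of these stay open.

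The 47 probes of Table 2 outside the block had a local floor that was 0.16 higher on L2 salt 1 and 2 than on WT salt 1 and 2, against 0.03 for all probes, and a share of 0.0288 of random sets had as high a median. This is consistent with a raised signal of the surface as a small part of their difference, whose median was 1.19 in samples 1 and 2 and 0.93 over all 6 salt arrays. The other 50 probes lay nearer to each other than random sets of 50, with a median distance of 8.60 against 14.9 spots and a share of 6e-04 of the sets as close. Of the 47 probes, 5 had a local floor over 2-fold from the median of a salt array. It was raised on L2 salt 2 for numbers 34 (1.37) and 46 (1.47, in row 304, beside the block), and lowered on WT salt 2 for numbers 15 (−1.03) and 27 (−1.08) and on L2 salt 3 for number 52 (−1.14). Without these 5 probes the median over all 6 salt arrays was 0.91. Of the 47 probes, 19 were more than 2-fold higher in L2 over all 6 salt arrays. An effect of the line on these genes remains open.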
